# Hyaluronic acid 35 normalizes TLR4 signaling in Kupffer cells from ethanol-fed rats via regulation of microRNA291b and its target Tollip

**DOI:** 10.1038/s41598-017-15760-4

**Published:** 2017-11-15

**Authors:** Paramananda Saikia, Sanjoy Roychowdhury, Damien Bellos, Katherine A. Pollard, Megan R. McMullen, Rebecca L. McCullough, Arthur J. McCullough, Pierre Gholam, Carol de la Motte, Laura E. Nagy

**Keywords:** Signal transduction, Alcoholic liver disease

## Abstract

TLR4 signaling in hepatic macrophages is increased after chronic ethanol feeding. Treatment of hepatic macrophages after chronic ethanol feeding with small-specific sized hyaluronic acid 35 (HA35) normalizes TLR4 signaling; however, the mechanisms for HA35 action are not completely understood. Here we used Next Generation Sequencing of microRNAs to identify negative regulators of TLR4 signaling reciprocally modulated by ethanol and HA35 in hepatic macrophages. Eleven microRNAs were up-regulated by ethanol; only 4 microRNAs, including miR291b, were decreased by HA35. Bioinformatics analysis identified Tollip, a negative regulator of TLR4, as a target of miR291b. Tollip expression was decreased in hepatic macrophages from ethanol-fed rats, but treatment with HA35 or transfection with a miR291b hairpin inhibitor restored Tollip expression and normalized TLR4-stimulated TNFα expression. In peripheral blood monocytes isolated from patients with alcoholic hepatitis, expression of TNFα mRNA was robustly increased in response to challenge with lipopolysaccharide. Importantly, pre-treatment with HA35 reduced TNFα expression by more than 50%. Taken together, we have identified miR291b as a critical miRNA up-regulated by ethanol. Normalization of the miR291b → Tollip pathway by HA35 ameliorated ethanol-induced sensitization of TLR4 signaling in macrophages/monocytes, suggesting that HA35 may be a novel therapeutic agent in the treatment of ALD.

## Introduction

Alcoholic liver disease (ALD) develops in approximately 20% of all alcoholics with a higher prevalence in females^1^. The development of fibrosis and cirrhosis is a complex process involving both parenchymal and non-parenchymal cells resident in the liver, as well as the recruitment of other cell types to the liver in response to damage and inflammation^2^. There is a growing appreciation that inter-organ cross talk between the intestine and liver drives the progression of ethanol-induced liver injury. Impairment of intestinal barrier function is associated with the progression of ethanol-induced liver injury in both humans after heavy alcohol consumption and in rodent models of chronic ethanol exposure^3^. Increased exposure of Kupffer cells, the resident hepatic macrophages, to gut-derived LPS during chronic ethanol, activates TLR4-dependent production of inflammatory mediators^4^. In addition to causing increased contact with LPS, we and others have shown that chronic ethanol exposure also sensitizes Kupffer cells to LPS, resulting in increased production of inflammatory mediators^4^. Further, dysregulation of the microbiome during chronic ethanol exposure likely contributes to the development of liver disease^5^. Despite this understanding of the progression of ALD, effective prevention and treatment strategies have remained elusive.

Hyaluronan (HA), a large linear glycan, is an abundant extracellular matrix component and is produced as a straight chain polymer strictly composed of repeating disaccharides of D-glucuronic acid and N-acetylglucosamine. HA is produced at cell surfaces by one or more plasma membrane hyaluronan synthases (HAS1, HAS2 and HAS3)^6^. High molecular weight matrix hyaluronan can be degraded in response to injury^7^. The resulting HA fragments can have either pro-inflammatory or protective, anti-inflammatory effects, depending on the size and molecular structure of the HA fragments, as well as the cellular and tissue environment^7^.

Recently, a small specific-sized hyaluronic acid with an average molecular weight of 35kD (HA35) was identified as a potential therapeutic agent for ALD^8^. HA35 normalized TLR4-stimulated cytokine production in Kupffer cells and protected mice from short-term ethanol-induced gut and liver injury^8^. In order to understand the mechanisms for the anti-inflammatory effects of HA35 on Kupffer cells after chronic ethanol feeding, an un-biased Next Generation Sequencing analysis of miRNAs was performed. Focusing on miRNAs whose expression is decreased by ethanol revealed that chronic ethanol enhanced a miR181b-3p → importin α5 regulatory axis in hepatic macrophages that contributed to the sensitization of TLR4-dependent cytokine expression in these Kupffer cells. Treatment with HA35 normalized this pathway and reduced inflammatory activity^8^.

In this investigation, we have taken the complementary approach to understanding the anti-inflammatory mechanisms for HA35 action in Kupffer cells after chronic ethanol exposure and analyzed miRNAs whose expression was increased in Kupffer cells after chronic ethanol feeding and in turn restored by *ex vivo* treatment of HA35. Chronic ethanol feeding decreased the expression of miR291b in Kupffer cells and treatment with HA35 restored expression via a CD44-dependent mechanism. Importantly, Tollip, a negative regulator of TLR4-MyD88-IRAK signaling^9,10^, was identified as a target of miR291b. Tollip is known to be post-transcriptionally regulated by other miRNAs, including miR-31^11^. Tollip suppresses the sensitivity of macrophages to stimulation by LPS, as well as IL1-β^9^, although this response may vary with dose of LPS^12,13^; Tollip expression was decreased in Kupffer cells after chronic ethanol, but restored by HA35; restoration of Tollip expression contributed to the normalization of TLR4 signaling in Kupffer cells after chronic ethanol feeding.

## Results

### HA35 decreased LPS and PamCys3K-stimulated TNFα mRNA expression in primary cultures of Kupffer cells from ethanol and pair-fed rats, as well as in PBMCs from patients with alcoholic hepatitis

Kupffer cell activation is an early event during progression of ALD and chronic ethanol exposure sensitizes Kupffer cells to TLR4-dependent cytokine production. Understanding the molecular mechanisms for this sensitization and identification of anti-inflammatory agents that can restore normal responses is a clinically relevant area of investigation. We have recently discovered that small-specific-sized HA35 can normalize TLR4-mediated cytokine expression by rat Kupffer cells after chronic ethanol exposure^8^ (Fig. 1A). Chronic ethanol also sensitized Kupffer cells to stimulation by PamCys3K, a TLR2 ligand, when compared to the response of Kupffer cells isolated from pair-fed control rats (Fig. 1B). Pre-treatment with HA35 also normalized the sensitivity of Kupffer cells from ethanol-fed rats to stimulation by PamCys3K, without affecting the sensitivity of cells from pair-fed controls (Fig. 1B).

**Figure 1:**
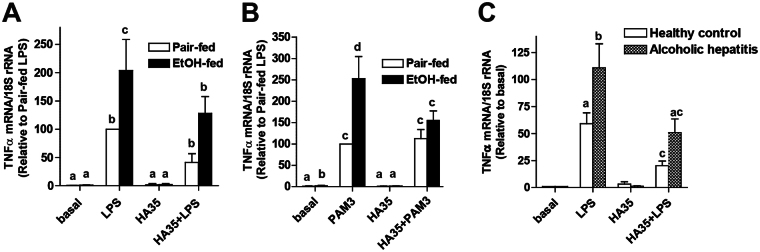
HA35 decreased LPS and PamCys3K-stimulated TNFα mRNA expression in primary cultures of rat Kupffer cells from ethanol and pair-fed rats, as well as PBMCs from patients with alcoholic hepatitis. Wistar rats were allowed free access to a Lieber-DeCarli ethanol diet or pair-fed control diet for 4 weeks. Kupffer cells were isolated and cultured overnight. Kupffer cells were then treated with 100 μg/ml HA35 for 5 h and then challenged with (**A**) 10 ng/ml LPS or (**B**) 10 ng/ml PamCys3K (PAM3) for an additional 1hr. Expression of TNFα mRNA was measured by qRT-PCR and normalized to 18 S rRNA. (**C**) PBMCs isolated from patients with AH and healthy controls, cultured overnight and then treated or not with 100 μg/ml HA35. PBMCs were then challenged with 10 ng/ml LPS for an additional 1hr. Expression of TNFα mRNA was measured by qRT-PCR and normalized to 18 S rRNA. (**A**/**B**) n = 4; (**C**) n = 10 for AH and 6 for healthy controls. Values represent means ± SEM. Values with different alphabetical superscripts are significantly different from each other, p < 0.05.

In order to determine whether HA35 regulates TLR4-dependent cytokine expression in patients with alcoholic hepatitis (AH), we studied isolated peripheral blood monocytes (PBMCs) from a cohort of patients with moderate to severe AH, with Model for End Stage Liver Disease (MELD) scores ranging from 17–33, as well as a cohort of healthy control subjects. Table 1 provides information on the clinical characteristics of the AH patients. PBMCs isolated from patients with AH or healthy controls were cultured with or without HA35 for 5 h and then challenged with LPS (Fig. 1C). LPS increased the expression of TNFα mRNA in PBMCs from both controls and patients with AH; the LPS-stimulated response was greater in patients with AH compared to controls, as has been previously reported^14,15^. LPS-stimulated expression of TNFα mRNA was reduced in PBMCs from both patients with AH and healthy controls that were pre-treated with HA35 (Fig. 1C).

**Table 1:** Clinical characteristics of alcoholic hepatitis patients and healthy controls. Values are median and intraquartile range, n = 10 for alcoholic hepatitis and n = 6 for healthy controls.

Characteristics	Alcoholic hepatitis patients	Healthy controls
	Median (25–75 IQR)	Median (25–75 IQR)
Age (years)	47(26–60)	27(23–48)
Male n (%)	60(6)	50(3)
Alcohol Consumption (g/day)	60(37–100)	30(12.5–50)
**Laboratory and hemodynamic parameters**		
Hemoglobin (g/dL)	9.7(7.9–12.4)	ND
Leukocyte count × 10^9^/L	9.2 (4.2–18.4)	ND
Platelet count × 10^9^/L	148.8 (69–329)	ND
AST (U/L)	105 (50–168)	ND
ALT (U/L)	42.4 (17–69)	ND
Serum albumin (g/dL)	2.7 (1.9–3.5)	ND
Serum creatinine (mg/dL)	1.1 (0.48–1.5)	ND
Serum bilirubin(mg/dL)	12.4 (2.2–27.2)	ND
MELD score	21.6 (17–33)	ND
Discriminant Function Scores	42.72 (3.1–64.7)	ND

### siRNA knock-down of receptors for HA in Kupffer cells from ethanol-fed rats demonstrated the importance of CD44 in normalizing TLR4-dependent TNFα expression

HA binds to different cell surface receptors to initiate cell signaling. CD44, TLR4, TLR2, and RHAMM are known to interact with HA; ligation of these receptors by HA depends both on the size of the HA molecule and the specific cell type^16–19^. In order to identify the key receptor(s) mediating the protective effect of HA35 in Kupffer cells, expression of each of these four receptors was knocked-down by nucleofection of siRNA targeted to each receptor. Comparison in the expression of TLR4 (Fig. 2A), TLR2 (Fig. 2B), RHAMM (Fig. 2C) and CD44 (Fig. 2D) between cells transfected with scrambled versus targeted siRNA confirmed effective knock-down of each of these receptors.

**Figure 2:**
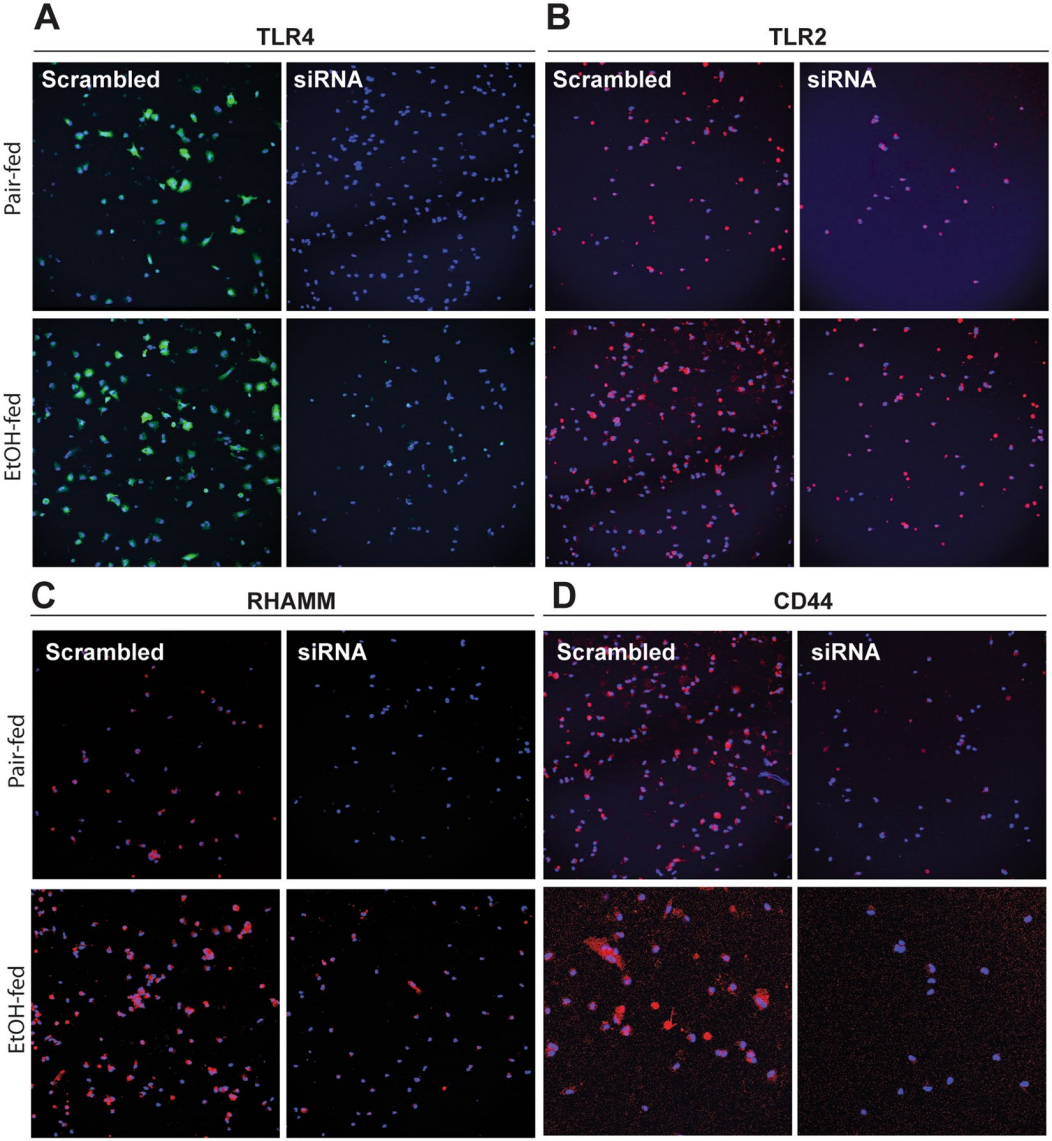
siRNA knockdown of HA receptors in Kupffer cells from pair- and ethanol-fed rats. Wistar rats were allowed free access to a Lieber-DeCarli ethanol diet or pair-fed control diet for 4 weeks. Kupffer cells were isolated and nucleofected with 25 nM of scrambled siRNA or siRNA targeted to **(A)** TLR4, **(B)** TLR2, **(C)** RHAMM and **(D)** CD44. 24 h post-nucleofection, expression of **(A)** TLR4 (green), **(B)** TLR2 (red), **(C)** RHAMM (red) and **(D)** CD44 (red) was visualized by immunostaining with specific antibodies. Nuclei were labelled with DAPI (blue). All images were acquired using 20x objectives and are representative of 3 independent experiments.

When TLR4 was knocked-down in primary cultures of Kupffer cells with targeted siRNA, LPS stimulation of TNFα expression was very low, as would be expected (Supplemental Fig. 1). Therefore, in order to ascertain the contribution of TLR4 to the HA-mediated normalization of Kupffer cell cytokine expression, after knock-down of TLR4, Kupffer cells were challenged with the TLR2 ligand PamCys3K (Fig. 3A). Challenge with PamCys3K increased expression of TNFα in Kupffer cells nucleofected with either scrambled siRNA or siRNA targeted to knock-down TLR4 (Fig. 3A). However, even when TLR4 was knocked-down, pre-treatment with HA35 still reduced PamCys3K-stimulated expression of TNFα mRNA (Fig. 3A). Similarly, when Kupffer cells were nucleofected with siRNA targeting TLR2 and RHAMM, HA35 pre-treatment was still reduced LPS-stimulated TNFα expression (Fig. 3B/C). Only when the expression of CD44 was knocked-down was the protective effect of HA35 on LPS-stimulated TNFα expression ameliorated (Fig. 3D). Taken together, these data indicate that CD44 mediates the effects of HA35 on Kupffer cells from ethanol-fed rats.

**Figure 3:**
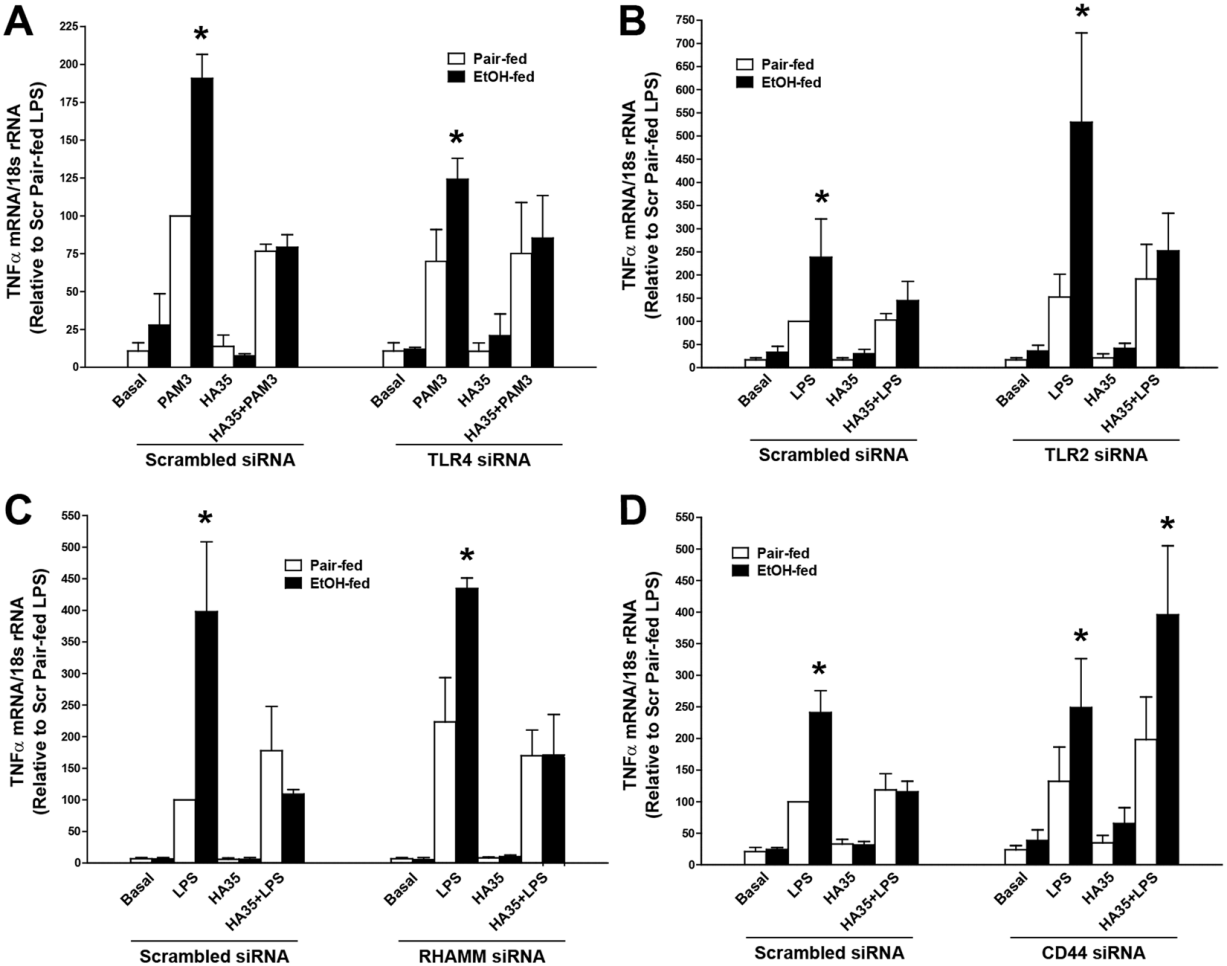
siRNA knockdown of HA receptors in Kupffer cells from pair- and ethanol-fed rats. Wistar rats were allowed free access to a Lieber-DeCarli ethanol diet or pair-fed control diet for 4 weeks. Kupffer cells were isolated and nucleofected with 25 nM of scrambled siRNA or siRNA targeted to **(A)** TLR4, **(B)** TLR2, **(C)** RHAMM and **(D)** CD44. 18 h post-nucleofection, Kupffer cells were treated with or without 100 µg/ml HA35 for 5 h and then challenged with 10 ng/ml **(A)** PamCys3K or (**B**,**C**,**D**) LPS for 1hr and TNFα mRNA measured by qRT-PCR and normalized to 18 S rRNA. Values represent means ± SEM, n = 4, *p < 0.05 compared to pair-fed within a treatment group.

### Identification of multiple miRNAs up-regulated by ethanol and down-regulated by HA35 in Kupffer cells by Next Generation Sequencing

miRNAs, non-protein coding RNAs of 20–22 nucleotides, are key regulators of inflammatory responses in innate immune cells, providing both positive and negative regulation of TLR4 signaling^20,21^. Therefore, we hypothesized the regulation of miRNA expression in Kupffer cells contributed to their response to ethanol and HA35. To test this hypothesis, Next Generation Sequencing (NGS) of miRNAs isolated from Kupffer cells from pair- and ethanol-fed rats after treatment with or without HA35 for 5 h was conducted on the Illumina platform. 

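Small RNA libraries were prepared from Kupffer cells, the resident macrophages of the liver, of pair-fed and ethanol-fed rats. Each of the 4 groups (pair-fed basal, pair-fed with HA35, ethanol-fed basal and ethanol-fed with HA35) had 3 libraries, 12 in all. HA35 is a fragment of hyaluronic acid, and was given at 100 µg/ml for 5 h after 18 h of culture. The sample labels number the libraries of a group as days 1 to 3, here called replicates 1 to 3, and do not say whether a day stands for a single rat or a pool of rats, so p-values measure the spread between these libraries. The authors' deposited tables used here list 30 miRNAs that were at least 2-fold lower in ethanol-fed than in pair-fed basal Kupffer cells, and 3 miRNAs that were at least 2-fold higher with HA35 than without it in Kupffer cells from ethanol-fed rats. The miRNAs that were higher in Kupffer cells from ethanol-fed rats, miR-291b among them, were not analysed here. Both lists had been selected by fold change before deposit, so an adjusted p over a list does not extend to the miRNAs outside it. The pair-fed libraries with HA35 entered only the comparison of depth and alignment. Total reads per library ranged from 3979946 to 6151744 (median 4596369) in pair-fed basal, from 3147389 to 4800696 (median 3538572) in pair-fed HA35, from 2865329 to 4958302 (median 3405031) in ethanol-fed basal and from 3490040 to 5722418 (median 4708711) in ethanol-fed HA35 libraries. Across the 12 libraries, 1605192 to 3805958 reads aligned. The share of reads that aligned was 52.0% ± 7.25 (SD, n = 6) in pair-fed and 52.6% ± 12.4 (SD, n = 6) in ethanol-fed libraries (two-sided exact permutation test, p = 0.933). These 6 libraries of a diet are the basal and the HA35 libraries of days 1 to 3, so they may not be independent. Between the 2 basal groups, total reads were 4909353 in pair-fed and 3742887 in ethanol-fed libraries on average (two-sided exact permutation test, p = 0.30, where 0.1 is the smallest p that 3 libraries against 3 allow). Replicate 1 of the ethanol-fed HA35 group stood apart, with 50.1% of its reads too short to align against 5.15% to 25.9% in the other libraries. Replicate 3 of the pair-fed HA35 group had 32.2% of reads with no match, against 13.4% to 23.1% in the others, and an average read length of 24 bases, against 17 to 20.

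**Figure D1:**
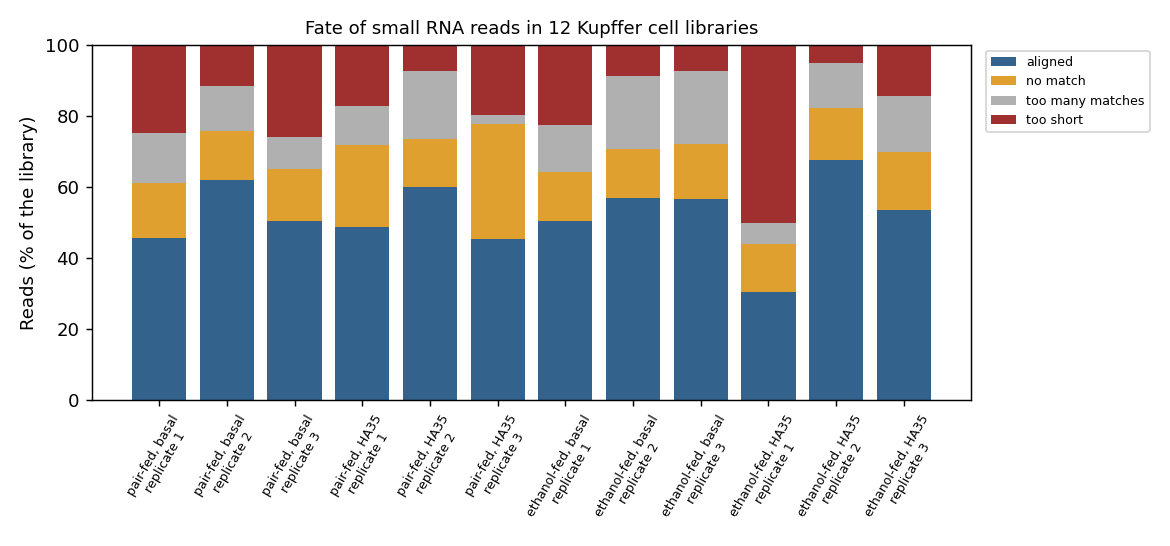
Share of the reads of each library (%, stacked to 100) that aligned, had no match, had too many matches or were too short, for the 3 replicates of each of the 4 groups, 1 bar per library. The too short share is 50.1% in ethanol-fed HA35 replicate 1.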

Ethanol feeding up-regulated 11 miRNAs by more than two-fold (Fig. 4A). Of these miRNAs, HA35 treatment normalized the expression of only 4 miRNAs, including miR291b (Fig. 4B). Using the miRDB (www.mirdb.org) analysis tool^22^, ~350 miR291b-targeted genes were retrieved with a target prediction score greater than 60; predicted target scores greater than 60 indicate a high likelihood of miRNA binding to a particular target (Supplemental Table 1). Tollip, a negative regulator of the MyD88-dependent pathway of TLR2 and TLR4 signaling, was identified to have a binding site in its 3′UTR that recognizes miR291b (Fig. 4C) with a target prediction score of 79 in both rat and mouse. Further, miR291b was ranked at 15 from 45 miRNAs predicted to bind to Tollip in rat and 11 from 92 miRNAs predicted to bind Tollip in mouse. Target Scan (www.targetscan.org), another bioinformatics tool, also confirmed Tollip as a potential target of miR291b. Based on these *in silico* analyses, we predicted that increased expression of miR291b in response to ethanol feeding would decrease the expression of Tollip protein. If miR291b regulates the expression of Tollip, we hypothesized that it could be a critical mediator of both the sensitization of Kupffer cells from ethanol-fed rats to TLR2/TLR4 signaling, as well as the protective effects of HA35.

**Figure 4:**
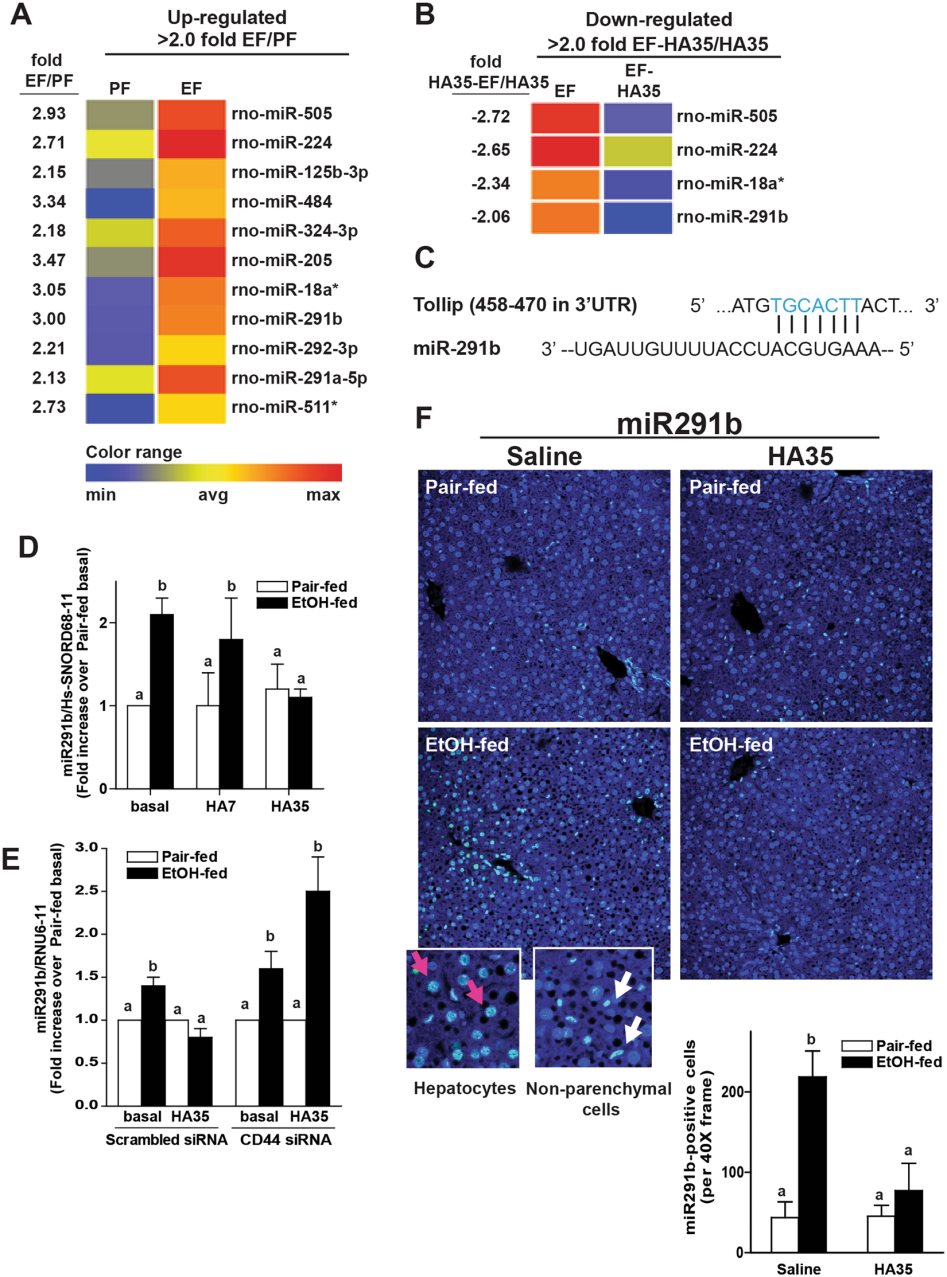
Next Generation Sequencing of miRNAs in Kupffer cells from ethanol- and pair-fed rats after treatment with or without HA35. (**A–D**) Wistar rats were allowed free access to a Lieber-DeCarli ethanol diet or pair-fed control diet for 4 weeks. Kupffer cells were isolated and cultured overnight. Kupffer cells were then treated with or without 100 μg/ml HA35 for 5 h. Total miRNAs were isolated and analyzed by NGS. (**A**) Heat maps illustrate the changes in expression for the 11 miRNAs identified whose expression was increased by more than 2-fold by ethanol feeding. (**B**) Of these eleven miRNA, heat maps are shown for the 4 miRNAs whose expression was decreased by treatment with HA35. Fold changes are shown in the column to the left of the heat maps. (**C**) Predicted binding site for miR291b in the 3′UTR of Tollip (miRDB^22^). Sequence alignment between miR291b and Tollip is illustrated. (**D**) Kupffer cells isolated from ethanol- and pair-fed rats were treated or not with HA35 or HA7 for 5 h and expression of miR291b measured by qRT-PCR and normalized to Hs-SNORD68-11. (**E**) Isolated Kupffer cells were nucleofected with scrambled siRNA or siRNA targeted against CD44. 18 h post-nucleofection, Kupffer cells were treated or not with 100 μg/ml HA35 for 5 h and expression of miR291b measured by qRT-PCR and normalized to Hs-SNORD68-11. (**F**) C57BL/6 J mice were allowed free access to an ethanol containing diet for 4 days (2 days at 1% (v/v) ethanol, followed by 2 days 6% (v/v) ethanol) or pair-fed an isocaloric control diet. Mice were gavaged once daily for the last 3 days of ethanol feeding with HA35 at 15 mg/kg body weight or saline as a vehicle control the last three days of the study. Paraffin-embedded livers were de-paraffinized followed by *in situ* hybridization for miR291b using locked nucleic acid probes tagged with digoxigenin at both the 5′and 3′ ends. All images were captured using 40X objectives. miR291b –positive cells were counted using Image Pro-Plus software and analyzed. Zoomed images illustrate positive staining in cells identified by morphology as hepatocytes (pink) and non-parenchymal cells (white). (**A**,**B**) n = 3 (**C**) n = 5 (**D**) n = 4 (**E**) n = 3–6. (**C**,**D**,**E**) Values represent means ± SEM. Values with different alphabetical superscripts are significantly different from each other, p < 0.05.

The reciprocal regulation of miR291b by ethanol and HA35 was confirmed by real-time PCR (Fig. 4D). Expression of miR291b was not sensitive to pre-treatment with HA7, a small-specific sized HA fragment that does not normalize TLR4 signaling in Kupffer cells from ethanol-fed rats^8^ (Fig. 4D). In order to confirm a role for CD44 in mediating the impact of HA35 on expression of miR291b, Kupffer cells were nucleofected with scrambled siRNA or siRNA targeting CD44. Similar to non-transfected cells, when cells were nucleofected with scrambled siRNA, miR291b expression was increased in Kupffer cells from ethanol-fed rats and normalized by treatment with HA35 (Fig. 4E). However, when CD44 was knocked-down in Kupffer cells, expression of miR291b was not decreased by HA35 treatment (Fig. 4E).

We have recently reported that treatment of mice with HA35 by gavage protects mice from short-term ethanol-induced liver and gut injury^8^. Here we investigated whether short-term ethanol feeding and/or oral provision of HA35 affected the expression of hepatic miR291b. Short-term ethanol feeding increased expression of miR291b in liver; both hepatocytes and non-parenchymal cells exhibited expression as assessed via *in situ* hybridization (Fig. 4F). Treatment of mice with HA35 during ethanol feeding decreased expression of miR291b in both cell types (Fig. 4F).

### Expression of Tollip protein was lower in Kupffer cells from ethanol-fed rats and increased by HA35 or the presence of a miR291b hairpin inhibitor

If increased expression of miR291b modulated Tollip expression, then we would expect to see less Tollip protein in Kupffer cells from ethanol-fed rats. Western blot analysis revealed that Tollip expression was lower in Kupffer cells from ethanol-fed rats; pre-treatment with HA35 normalized expression in Kupffer cells from ethanol-fed rats, but did not impact Tollip expression in Kupffer cells from pair-fed rats (Fig. 5A). Challenge with LPS for 60 min had no effect on Tollip protein quantity (Fig. 5A). If the HA35-mediated reduction in miR291b expression mediated the ethanol-induced increase in the quantity of Tollip protein, then transfection of a miR291b hairpin inhibitor should normalize Tollip protein, as well as TLR4 signaling, in Kupffer cells from ethanol-fed rats. Transfection with a miR291b hairpin inhibitor, but not with a control hairpin, increased Tollip protein expression (Fig. 5B) and normalized LPS-stimulated expression of TNFα mRNA (Fig. 5C).

**Figure 5:**
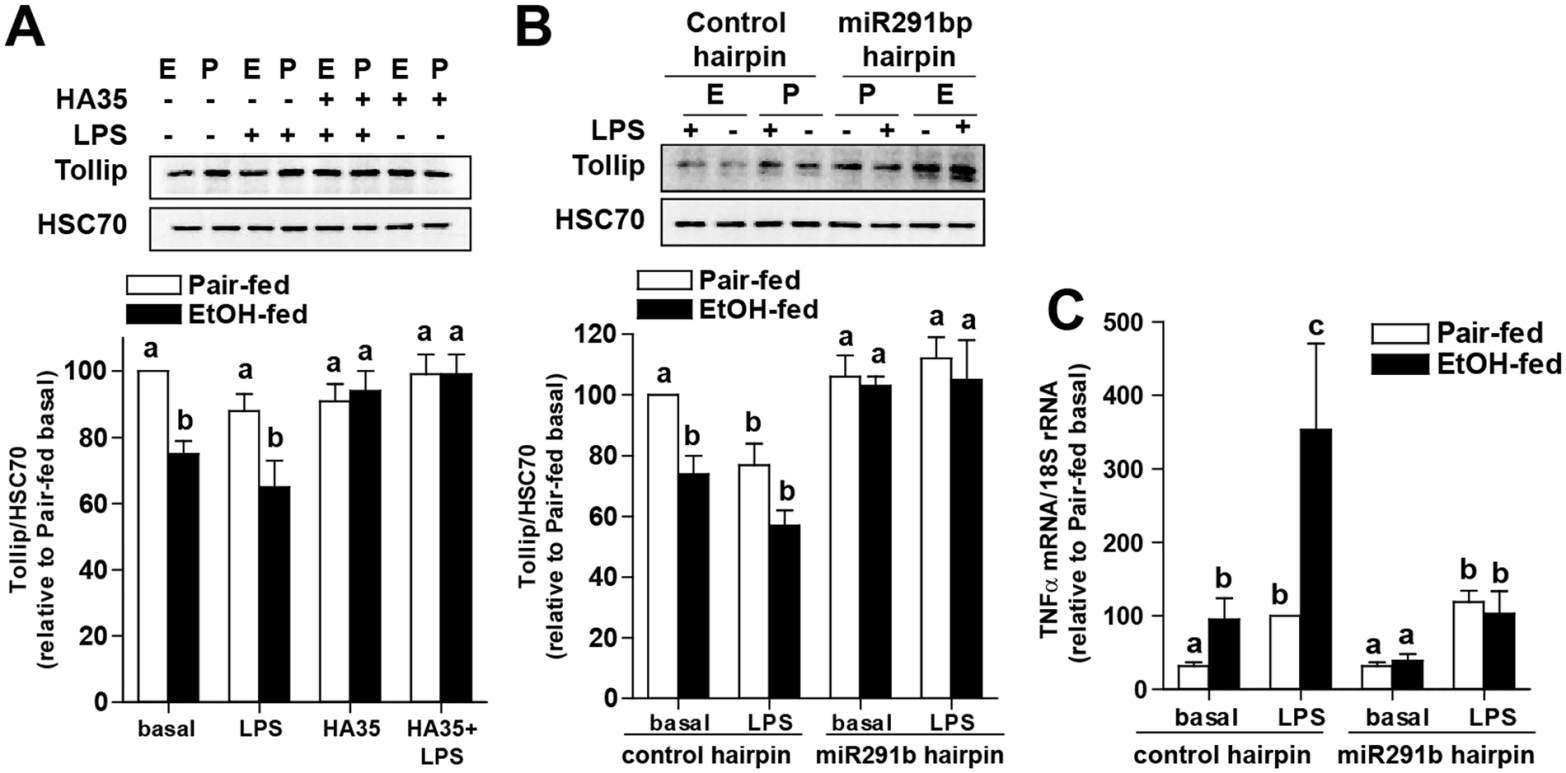
Regulation of Tollip expression by ethanol, HA35 and miR291b in primary cultures of Kupffer cells. (**A**) Kupffer cells isolated from ethanol- and pair-fed rats were cultured overnight and then treated with 100 µg/ml HA35 for 5 h and then challenged with 10 ng/ml LPS for an additional 60 min. **(B,C)** Kupffer cells isolated from ethanol- and pair-fed rats were nucleofected with either control hairpin or miR291b hairpin inhibitor 18 h post-nucleofection, Kupffer cells were treated or not with 100 µg/ml HA35 for 5 h and then challenged with 10 ng/ml LPS for an additional 1 hr. **(A,B)** Kupffer cells were lysed and Tollip expression measured by Western blot. HSC70 was used as a loading control. Images of the blots were cropped. Full size blots are shown in Supplemental Information Fig. 2. (**C**) Expression of TNFα mRNA was determined by qRT-PCR and normalized to 18 S. n = 4–5. Values represent means ± SEM. Values with different alphabetical superscripts are significantly different from each other, p < 0.05.

## Discussion

Understanding the mechanisms by which chronic ethanol sensitizes macrophages to TLR-dependent activation is critical to the development of effective therapeutics for treatment of alcoholic liver disease. An expanding number of miRNAs have been identified to regulate expression of the TLR2/4 signaling machinery, as well as the transcription factors and cytokines induced by TLR2/4 signaling^21^. Only a few examples of the impact of chronic ethanol on miRNA controlling TLR-mediated responses have been reported. For example, miR155 expression is up-regulated in Kupffer cells and contributes to ethanol-induced stabilization of TNFα mRNA^23^. Chronic ethanol feeding decreases the expression of miRNA181b-3p, which in turn upregulates the expression of the nuclear-cytoplasmic shuttling protein, importin α5, contributing to increased p65 translocation to the nucleus in Kupffer cells after chronic ethanol feeding^8^. 

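In the small RNA libraries of basal Kupffer cells, miR-181b-1* was at -1.12 ± 0.54 (normalized log2 value, mean ± SEM, n = 3) in ethanol-fed and at 0.93 ± 0.24 (n = 3) in pair-fed rats. Every library from ethanol-fed rats (-0.50, -0.66 and -2.20) lay below every library from pair-fed rats (0.92, 0.50 and 1.35). The difference was -2.05 on the log2 scale (95% confidence interval -3.84 to -0.26), a 4.13-fold lower level in the authors' deposited table. This was the second largest of the 30 differences in that list, after miR-152* at -2.30. The name miR-181b-1* denotes the star strand of the precursor mir-181b-1, and was read here as the arm that the paper calls miR181b-3p. It is listed as the second product of its precursor, as miR-199a-3p is after miR-199a-5p, but the table itself does not name its arm. Several other miRNAs of the list belong to groups of miRNAs listed in advance. The endothelial group had 3 members there, miR-126 at -1.83, miR-126* at -1.93 and miR-10a-5p at -1.29. The group of hepatic stellate and other mesenchymal cells had 6, among them miR-199a-3p at -1.80, miR-199a-5p at -1.60, miR-145 at -1.63 and miR-143 at -1.38. The group of miRNAs described as acting on TLR signaling or induced by it has 34 entries, each matched by any arm or star strand. It had 5 products in the list, miR-181b-1*, both arms of miR-199a, miR-27b* at -1.36 and miR-31 at -1.07. A product counted in this way need not be the strand that was described. The other members of the 10 largest differences were miR-195* at -1.81, miR-455* at -1.71 and miR-195 at -1.51. None of the 30 miRNAs passed an adjusted p of 0.05 in limma, where the lowest adjusted p was 0.25 and 6 miRNAs had an unadjusted p under 0.05. The adjusted p of miR-181b-1* was 0.25 (0.35 with the day as a block), and the exact permutation test gave p = 0.1, the smallest it can give for 3 libraries against 3. In 7 of the 30 miRNAs the 2 groups did not overlap, where chance gives 10% of miRNAs that were not selected, and more of a list selected by fold in these libraries. The authors' deposited table gives 24 of the 30 a corrected p of at most 0.05 from the Audic-Claverie test. It gives the others no p-value. Replicate 1 of the pair-fed group was the highest of the 6 libraries in 25 of the 30 miRNAs, and without it 10 of the 30 were still at least 2-fold lower. These 10 included 2 of the 3 endothelial miRNAs (miR-126 at -1.04 and miR-126* at -1.27), 1 of the 6 mesenchymal miRNAs (miR-145 at -1.14) and 1 of the 5 of TLR signaling (miR-181b-1* at -2.05). The others of these groups were then between -0.89 for miR-27b* and 0.020 for miR-214, with miR-31 at -0.57. Of the other members of the 10 largest differences, miR-195* was then at -1.15, miR-455* at -0.97 and miR-195 at -0.81. Without replicate 1 of both groups, miR-126 was at -0.59, miR-126* at -0.61 and miR-145 at -0.19, and miR-145 was at -0.68 without ethanol-fed replicate 1 alone, while miR-181b-1* was at -2.36 without replicate 1 of both groups. The difference of miR-181b-1* was smaller without ethanol-fed replicate 3 (-1.51) and without replicate 3 of both groups (-1.29). The paper states that ethanol feeding lowers miR181b-3p, that this raises importin α5, and that importin α5 contributes to the greater movement of p65 into the nucleus. Its introduction traces this axis to miRNA sequencing that focused on the miRNAs decreased by ethanol. It does not say whether that sequencing was of these libraries, so the values here are not independent support for it.

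**Figure D2:**
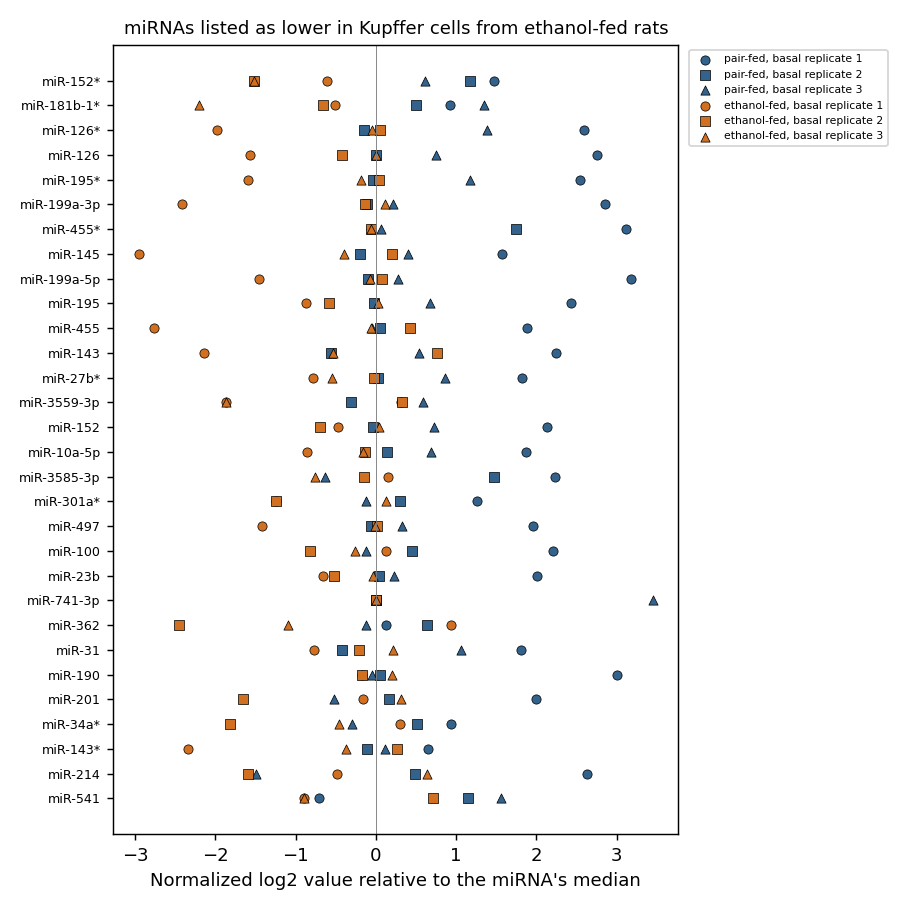
Normalized log2 value of each of the 30 miRNAs (rows, ordered by the difference between the groups) in the 3 pair-fed and 3 ethanol-fed basal libraries, relative to the median of that miRNA. Each symbol is 1 library. Pair-fed replicate 1 is the highest library in 25 rows, and the groups are separate in miR-181b-1* and 6 other rows.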

Here we have identified miR291b as an additional miR up-regulated by chronic ethanol that contributes to sensitization of TLR2/4 signaling by decreasing the expression of Tollip, a negative regulator of MyD88-dependent signaling (Fig. 6). Expression of miR291b and Tollip, as well as TLR2/4-stimulated TNFα expression can be normalized by treatment of Kupffer cells with HA35. Importantly, treatment of PBMCs isolated from patients with AH with HA35 also potently reduced the sensitivity of TLR4-mediated cytokine expression.

**Figure 6:**
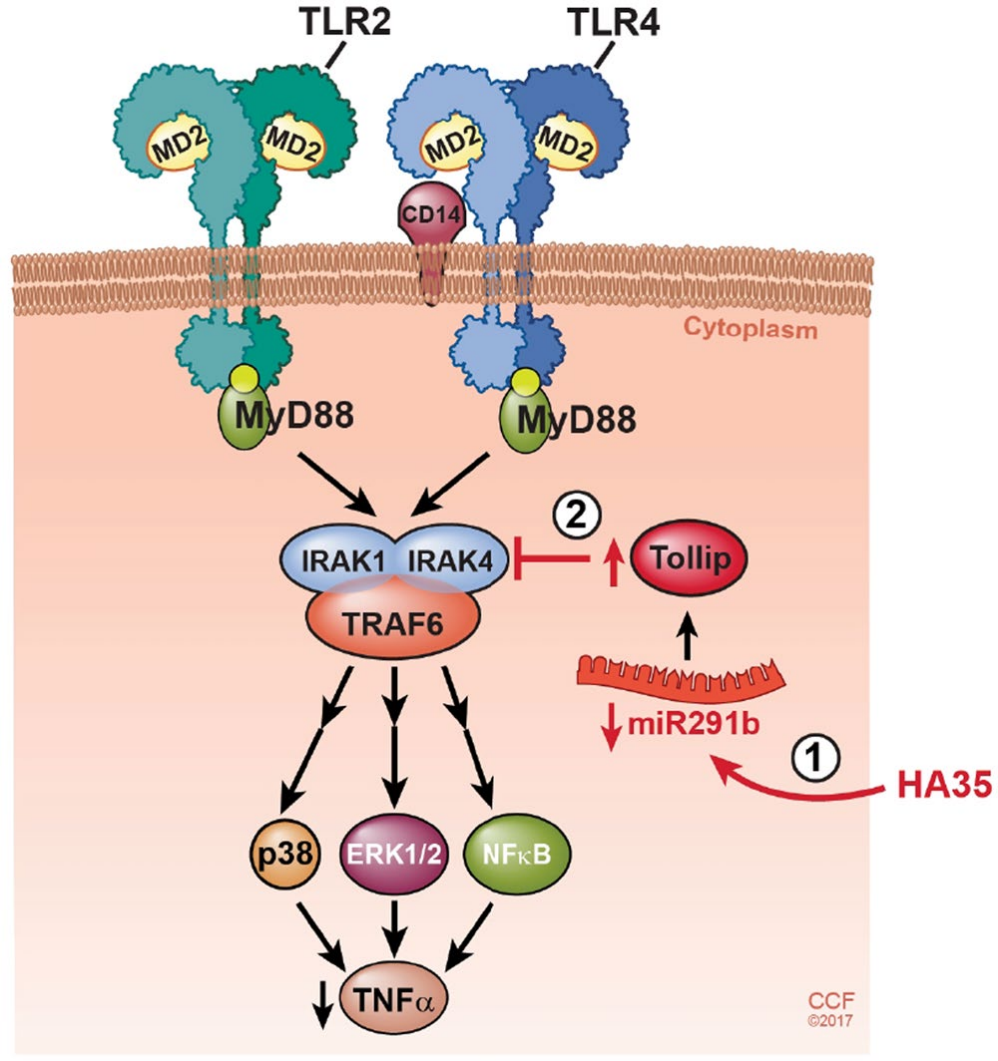
Model illustrating the interactions between HA35 on expression of miR291b and Tollip in Kupffer cells from ethanol-fed rats. Chronic ethanol feeding increases the expression of miR291b which in turn results in decreased expression of Tollip. This decreased expression of Tollip contributes to enhanced TNFα expression in response to activation of TLR2/TLR4. Treatment of Kupffer cells from ethanol-fed rats with HA35 *ex vivo* decreased the expression of miR291b and increased Tollip, reducing the sensitivity of Kupffer cells to TLR2/TLR4-mediated TNFα expression. Reprinted with permission, Cleveland Clinic Center for Medical Art & Photography© 2016. All Rights Reserved.

The intracellular signaling pathways activated by TLRs are mediated through the adaptor molecules MyD88 and TRIF, ultimately leading to the induction of an inflammatory response^24^. Given the critical importance of TLR signaling in inflammation, it is not surprising that multiple negative regulators contribute to the modulation of the inflammatory response by dampening TLR signals. Important negative regulators include Tollip, as well as suppressor of cytokine signaling 1 (SOCS-1) and interleukin 1 receptor-associated kinase (IRAK)-M^25^. Tollip protein functions as a negative regulator of the TLR4 signaling pathway through its interaction with IRAK^10^. Tollip binds to IRAK-1 and halts signaling by blocking recruitment of IRAK-4 to the myddosome, thereby, preventing the phosphorylation and activation of IRAK-1^10^. Interestingly, Kupffer cells have a higher expression of Tollip mRNA compared to peripheral monocytes, likely contributing to their relatively tolerogenic status in the liver^26^. Here we find that chronic ethanol feeding decreases the expression of Tollip protein in Kupffer cells, consistent with the increased sensitivity of TLR2 and TLR4 signaling after chronic ethanol (Fig. 1). Tollip expression can be regulated at the transcriptional^27^, as well as post-transcriptional level^11^. The 3′UTR of Tollip contains a miR31 binding site; miR31 binding inhibits translation^11^. Here, using TargetScan, we identified a miR291b binding site in the Tollip 3′UTR that was associated with decreased Tollip protein quantity in Kupffer cells. Importantly, treatment of Kupffer cells from ethanol-fed rats with either HA35 or a miR291b inhibitor restored Tollip expression and normalized TLR4 sensitivity (Fig. 5). Taken together, these data indicate that extent of Tollip expression in Kupffer cells likely plays an important role as a rheostat of TLR2/4 signaling in the liver.

Expression of miR291b was also found to be increased in the liver of mice in response to short-term ethanol feeding (Fig. 4). Interestingly, miR291b was detected in both non-parenchymal cells and hepatocytes; treatment of mice with HA35 prevented these ethanol-induced increases in both cell types. While the increase in miR291b expression in non-parenchymal cells is consistent with our data from Kupffer cells after chronic ethanol feeding, induction of miR291b in hepatocytes may also be of pathophysiological significance, as miR291b-3p has been reported to induce hepatocyte apoptosis by downregulating HuR and Bcl-2 expression^28^ and also impact glucose and lipid homeostasis in hepatocytes^29,30^. Therefore, future investigations will investigate if expression of miR291b in hepatocytes in response to ethanol exposure might play an important role in ethanol-induced hepatocyte injury.

HA, a major glycosaminoglycan in the extracellular matrix, is recognized as an important danger associated molecular pattern (DAMP) that regulates innate immunity^7,31^. Despite the potent ability of HA to stimulate inflammatory responses^7^, specific-sized HA fragments can also have protective, anti-inflammatory effects^19^. Purified milk HA increases expression of the broad spectrum antimicrobial peptide, human β defensin 2 (HBD2)^31^ and protects from *Salmonella* infection in human epithelium *in vitro* ^32^. Highly purified HA35 specifically mimics the effects of milk HA, increasing expression of HBD2 and protecting epithelium from *Salmonella*. HA35 also protects mice from *in vivo* infection with *Citrobacter rodentium* (a model for human enteropathogenic *E. coli* infection) and modulates epithelial ZO1 expression *in vivo* in multiple models of colitis^33^. HA is being developed as a novel dietary supplement for formula-fed infants and children at risk for enteric bacterial infection, as well as patients who suffer from bacterial dysbiosis, e.g. individuals with inflammatory bowel disease (IBD). Our recent data indicate that HA35 can also protect mice from gut and liver injury in response to short-term ethanol feeding^8^.

The concentration of endogenous HA35 in healthy individuals and patients with liver disease is not known. However, it is unlikely that there is a sufficient concentration of endogenous HA35 to mimic the results of our pharmacological interventions with purified HA35. For example, it is estimated that the total hyaluronan content in a 70 kg human is 15 g^34^. The dose of HA35 provided therapeutically to mice in our study was 1.5 g/kg or the equivalent of 105 g in a 70 kg human. Further, total concentrations of all sizes of hyaluronan circulating in the serum, measured by ELISA, are on the order of 10–100 micrograms/L in healthy individuals^35^ and about ~50 micrograms/L in rats^36^. In different stages of alcoholic liver disease, total concentration of all sizes of hyaluronan circulating increases with severity of inflammation and fibrosis to concentrations ranging from 500–1000 micrograms/L^37,38^. Total HA is more predictive of stage of fibrosis, rather than severity of inflammation^37,38^. Viewed from the perspective of the circulating concentrations of all sizes of hyaluronan both in health and liver disease, it is unlikely that concentrations of endogenous specific-sized HA35 would likely have an impact on TLR4 signaling, as purified HA35 was used at a pharmacological concentration of 100 grams/L (100 micrograms/ml) in our cell based studies.

HA communicates with many cell types in a size-specific manner, using at least four signaling receptors including: (1) CD44, a ubiquitously-expressed cell surface protein that recognizes HA sizes greater than 8 sugar moieties in length^16^; (2) RHAMM (receptor for HA mediated motility) which is important in signaling cell migration^17^; (3) toll-like receptor (TLR) pattern recognition molecules TLR4 and TLR2^18,19^. Here we have identified CD44 as the critical receptor for HA35-mediated anti-inflammatory effects in Kupffer cells after chronic ethanol feeding (Fig. 3). The interaction of hyaluronan with CD44 is dependent on both the size of the HA and cellular variant of CD44; depending on the context HA ligation of CD44 can be either pro- or anti-inflammatory^39^. Interestingly, CD44 can also interact with other ligands, including osteopontin^40^. Under some conditions, osteopontin, like HA35, can protect mice from ethanol-induced liver injury^41^.

In summary, here we have identified a miR291b-mediated down-regulation of Tollip expression in Kupffer cells from ethanol-fed rats that contributes to the sensitization of TLR2/4 signaling after chronic ethanol (Fig. 6). Importantly, this dysregulation of TLR2/4 signaling was normalized by the treatment of Kupffer cells or PBMCs from patients with alcoholic hepatitis with HA35. These data add to a growing number of miRNAs involved in the response to macrophages to ethanol, including miR155^23^ and miR181b-3p^8^. Through normalization of expression miR291b, as well as miR181b-3p^8^, treatment of HA35 protected from the effects of ethanol in Kupffer cells and PBMCs from patients with AH, suggesting that HA35 has potential as a therapeutic agent for the treatment of ALD.

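In Kupffer cells from ethanol-fed rats, miR-181b-1* was at 0.73 ± 0.42 (normalized log2 value, mean ± SEM, n = 3) with HA35 and at -0.57 ± 0.54 (n = 3) without it. The difference was 1.29 on the log2 scale (95% confidence interval -0.67 to 3.26), or 2.45-fold in the authors' deposited table. It was higher with HA35 on each of the 3 days, although the groups overlapped. The same list held 2 other miRNAs, miR-362 with a difference of 1.20 and miR-34a* with a difference of 1.04, also higher with HA35 on each of the 3 days. Without ethanol-fed basal replicate 2 these differences were 0.41 and 0.46, and miR-362 was at 0.42 without ethanol-fed HA35 replicate 1, which has its highest value (2.35) and is the library with the largest share of reads too short to align (30.3% aligned), while miR-181b-1* was at 0.75 without ethanol-fed basal replicate 3. All 3 were also in the list of miRNAs that were lower in ethanol-fed than in pair-fed basal Kupffer cells. Both lists, however, use the same 3 ethanol-fed basal libraries, so that a low value there places a miRNA in both. For the ethanol list the authors give miR-181b-1* a corrected p of 1.1e-06 (Audic-Claverie test), and miR-362 and miR-34a* no p-value. Without ethanol-fed basal replicate 2, miR-362 was -0.29 and miR-34a* -0.46 from pair-fed. These 2 miRNAs share the same step of 1.36 between ethanol-fed basal replicates 2 and 3 (within 1e-06), and its cause was not tested. Their values differed elsewhere, at 1.39 for miR-362 and 0.02 for miR-34a* in ethanol-fed basal replicate 1. In ethanol-fed HA35 replicate 1 they were at 2.35 and 0.06. The overlap to be had with no effect was not computed, as miRNAs outside the lists were not analysed here. The ethanol-fed basal values of the 2 tables differed by a constant for each miRNA, so that the 3 groups could be set on a common scale. On that scale, miR-181b-1* with HA35 was -0.75 from its pair-fed basal level (95% confidence interval -2.34 to 0.84), miR-362 was 0.12 (-1.57 to 1.81) and miR-34a* was -0.01 (-1.60 to 1.59) from theirs. The pair-fed and HA35 libraries stand in separate tables, so this comparison rests on that constant. In limma the adjusted p was 0.27 for each of the 3 miRNAs, and none of them had an unadjusted p under 0.05. With the day as a block, the adjusted p was 0.043 for miR-181b-1* and miR-362 and 0.048 for miR-34a*. In each fit limma gave all 3 miRNAs the same standard error, 0.90 without the block and 0.42 with it. These p-values thus pool the spread of 3 selected miRNAs as if they were independent. Within days, the smallest p of an exact test of 3 libraries against 3 is 0.25. The exact permutation test without the block gave p = 0.2 for miR-181b-1* and miR-34a* and p = 0.4 for miR-362. These tests cover only 3 miRNAs that had been selected for a rise of at least 2-fold in these libraries. The authors' deposited table gives a p of 0.00088 for miR-181b-1*, 0.17 for miR-362 and 0.25 for miR-34a*. The paper proposes HA35 as a potential therapeutic agent. Its grounds are protection of Kupffer cells and of patients' PBMCs, which it ascribes to normalization of miR291b and miR181b-3p. Its evidence includes TNFα mRNA, Tollip protein and a miR291b inhibitor, none of which these libraries address.

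**Figure D3:**
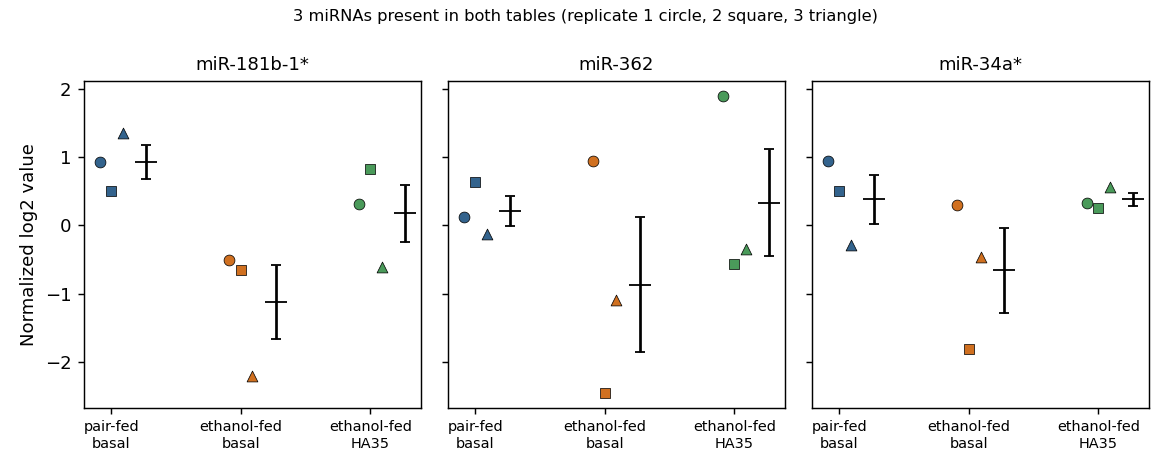
Normalized log2 values of miR-181b-1*, miR-362 and miR-34a* in pair-fed basal, ethanol-fed basal and ethanol-fed HA35 Kupffer cells, set on a common scale through the shared ethanol-fed basal libraries. Symbols are the 3 libraries of each group, and bars beside them the mean ± SEM. In miR-181b-1* the mean with HA35 lies -0.75 from the pair-fed mean.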

## Materials and Methods

### Chronic ethanol feeding to rats

All procedures involving animals were approved by and carried out according to the guidelines of the Institutional Animal Care and Use Committee at the Cleveland Clinic. Adult male Wistar rats weighing 140–150 g were purchased from Envigo (Indianapolis, IN). Chronic ethanol feeding to rats and the isolation and culture of Kupffer cells were performed as previously described^42^^.^ Briefly, rats were weight matched and then randomly assigned to pair-fed or ethanol-fed groups. Rats were allowed free access to the Lieber-DeCarli high-fat liquid diet (#710260, Dyets, Bethlehem, PA) for 2 days. Ethanol-fed rats were allowed free access to a liquid diet containing 17% of the calories (3.3% vol/vol) from ethanol for 2 days and then a liquid diet containing 35% of the calories (6.7% vol/vol) from ethanol for 4 weeks. Control rats were pair-fed a liquid diet in which maltose dextrin was substituted isocalorically for ethanol over the entire feeding period.

### Isolation and culture of Kupffer cells

Kupffer cells were isolated and cultured, as previously described^42^. After 18 hours in culture, cells were treated with or without 100 μg/ml small-specific-sized HA of average molecular weight of 7kD (HA7) or 35kD (HA35) (Lifecore Biomedical, LLC, Chaska, MN) for 5 h. Kupffer cells were then challenged with 10 ng/mL LPS (*Escherichia Coli* strain 0111:B4, Sigma-Aldrich) or PamCys3K, as indicated in the figure legends. For experiments using miRNA hairpin inhibitor or siRNA, Kupffer cells were nucleofected using the Amaxa mouse macrophage Nucleofector kit using the Y-001 program (Lonza, Cologne, Germany), as previously reported^43^. After nucleofection, cells retained sensitivity to LPS, ethanol and HA35; however, the extent of expression of TNFα was lower than in non-transfected cells (data not shown). Validated ON TARGET plus specific siRNAs SMART pool (rat CD44, cat no. L-089166-02-0005; rat TLR4, cat no. L-09819-02-0005; rat RHAMM, cat no. L-089927-02-0005 and rat TLR2, cat no. L-092211-02-0005) were purchased from Dharmacon, GE. Sequences of miRNAs primers and hairpin inhibitor are listed in Supplemental Table 2.

### Short-term ethanol feeding to mice

Ten to twelve week old female C57BL6/J mice were purchased from Jackson Laboratories (Bar Harbor, ME) and allowed free access to a Lieber-DeCarli liquid diet containing ethanol or a pair-fed control diet that isocalorically substituted maltose dextrin for ethanol^8^. Mice were housed two per micro-isolator cage and were maintained in a temperature regulated facility with a 12 hour light-dark cycle, with Nylabones provided for environmental enrichment. Mice were weight matched and randomly distributed to ethanol or control diets. They were then introduced to the control liquid diet for two days. Ethanol diets were initiated at 1% (v/v) for two days and then increased to 6% (v/v) or 32% of total calories for an additional two days. During the last three days of feeding, mice were gavaged with 15 mg/kg HA35 in sterile saline or an equivalent volume of saline (vehicle) at 1:30 pm. The morning after the last HA35 treatment, ethanol- and pair-fed mice were anesthetized and samples collected prior to euthanasia. The livers were perfused, excised and sectioned for FISH analysis.

### Human subjects

Patients with a confirmed diagnosis of alcoholic hepatitis were enrolled. The diagnosis of alcoholic hepatitis was performed by clinicians at the Cleveland Clinic and University Hospitals, Cleveland based on the patients’ medical history, physical examination, and laboratory data and according to the guidelines of the American College of Gastroenterology [https://gi.org/clinical-guidelines/]. Healthy control subjects were recruited from the Clinical Research Unit at the Cleveland Clinic. The study protocol was approved by the Institutional Review Board for the Protection of Human Subjects in Research at the Cleveland Clinic and University Hospitals, Cleveland. All methods were performed in accordance with the IRB’s guidelines and regulations and written informed consent was obtained from all subjects.

### Isolation and stimulation of human peripheral blood mononuclear cells (PBMCs)

Isolation of PBMCs from human blood was performed by density gradient centrifugation on Ficoll-Paque PLUS. Briefly, 1 mL of freshly collected Buffy Coat was mixed at a ratio of 1:1 (vol/vol) with PBS at room temperature and 2 mL of the mixture was layered to 10 mL Ficoll-Paque PLUS in 15 mL tubes. After centrifugation at 800 g for 30 min at 20 °C (no brake), buffy coat fractions were collected, pooled, resuspended in PBS and centrifuged at 800 g for 20 min at 20 °C. The pellets were resuspended in 10 mL of PBS and again centrifuged at 800 g for 20 min at 20 °C, the top 10 mL of platelet-rich solution was discarded and the rest was centrifuged at 800 g for 5 min at 20 °C. The harvested PBMCs were counted and cultured in RPMI-1640 supplemented with 0.02 M HEPES, 100 μM Penicillin-streptomycin and 10 vol% heat-inactivated FBS in 96-well plates in humidified atmosphere (5% CO_2_, 37 °C). After 18 h, cells were treated with fresh culture media with or without 100 μg/ml HA35 for 5 h and then challenged with 10 ng/ml LPS for another 60 min.

### RNA isolation and quantitative real-time PCR (qRT-PCR)

Total RNA was isolated using the Qiagen RNeasy mini kit, reverse transcribed and qRT-PCR amplification was performed. The relative amount of target mRNA was determined using the comparative threshold (Ct) method by normalizing target mRNA Ct values to those of 18 S.

### miRNA preparation and Next Generation Sequencing (NGS)

Small RNA was isolated using miRNeasy Mini Kit (Qiagen, Germantown, MD) and sequenced following the Small RNA Sample Preparation Protocol (Illumina, San Diego, USA). The library was prepared from 10 ng of total RNA per sample according to the manufacturers instructions (TruSeq, Small RNAKit, Illumina). Single-stranded cDNAs were created with SuperScriptII Reverse Transcriptase and double-stranded cDNAs generated by PCR using adapter specific primers. Purified libraries were quantified and qualified using the High Sensitivity DNA Kit on a 2100 Bioanalyzer (Agilent Technologies, Böblingen, Germany). Sequencing of the libraries was carried out at the Genomic Core Facility (Cleveland Clinic) utilizing HiSeq. 2000 (Illumina). After sequencing, the data were obtained in Illumina FASTQ format. The data were analyzed using NGS small RNA sequence analysis software (version 2.5.1) using the rat build rn4MiRNA program (see Saikia, *et al*., 2017 for data analysis pipeline). 

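In the authors' deposited tables each value is a normalized log2 level from which the median of that miRNA over the 6 libraries of the table has been subtracted, so the values compare libraries within a miRNA and not miRNAs with each other. In 7 of the 30 miRNAs of the ethanol list, miR-152*, miR-455*, miR-741-3p, miR-3559-3p, miR-190, miR-541 and miR-301a*, 2 or more libraries shared exactly the same lowest value, which marks a floor, and the size of the difference then depends on that floor. For miR-741-3p all libraries but pair-fed replicate 3 were at that value. The table headers name the Audic-Claverie test, which compares counts of reads and takes no spread between replicates. The Benjamini-Hochberg correction in the ethanol table matches 31 tests, close to the number of miRNAs in the list rather than all miRNAs measured, and 13 of its 24 p-values are listed as 0. In the HA35 table, the correction is Storey's q-value, and the corrected value of each of the 3 miRNAs is below its uncorrected p, at 3.4e-05 for miR-181b-1* and 0.0032 for both miR-362 and miR-34a*. The submitters' processing notes also name HTSeq, DESeq and the rat build rn4.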

MicroRNA array data have been deposited in NCBI’s Gene Expression Omnibus (accession number GSE95403).

### Immunocytochemistry of Kupffer cells

Expression of cell surface receptors TLR2, TLR4, CD44, and RHAMM was detected by immunocytochemistry^44^. Briefly, after nucleofection with siRNA, Kupffer cells were plated on Lab-Tek chamber slides. After culture for 24 h, cells were fixed using 4% paraformaldehyde, washed with phosphate-buffered saline (PBS) and permeabilized with 0.1% Triton-X-100 for 10 minutes. Cells were then washed with PBS, quenched with glycine, blocked for 1 hour and incubated overnight with primary antibodies (see Supplemental Table 2 antibody sources) at 4 °C. Cells were then washed with PBS and incubated in the dark with secondary antibodies (Supplemental Table 2) for 1 hour at room temperature. Cells were again washed with PBS and mounted with a DAPI-containing mounting media. Images were acquired using a Leica-confocal microscope using 40X objectives.

### Western blot analysis

Primary cultures of Kupffer cells were treated with or without 100 μg/ml HA35 for 5 hrs and then challenged with LPS (10 ng/ml) for another 1 hr. Cells were then moved to ice, washed with 2 ml ice-cold PBS buffer and then lysed in RIPA buffer (25 mM Tris-HCl, pH 7.6, 150 mM NaCl, 1% NP-40, 0.1% SDS) containing 1 mM sodium orthovanadate, 10 mM NaF, 10 mM sodium pyrophosphate, 10 mM β-glycerophosphate, 1 mM PMSF, 10 µg/ml aprotinin and protease inhibitor. Lysates were then centrifuged at 16,000 × g for 15 min at 4 °C. For Western blot analysis, 10 µg of cellular protein was separated on 10% SDS-PAGE gels and then transferred to PVDF membranes for immunoblotting. Membranes were blocked in BSA or non-fat milk and probed with specific antibodies against Tollip and HSC70 as a loading control. Western blot analysis was performed using enhanced chemiluminescence for signal detection. Signal intensities were quantified by densitometry using Image J software (NIH). To confirm equal loading of protein, blots were probed with antibodies specific for HSC70.

### *In situ* hybridization of micro-RNA 291b in mouse liver using LNA probes

Making use of 5′, 3′ digoxigenin-tagged Locked nucleic acid (LNA) probe, obtained from Exiqon (Denmark), miR291b was visualized in paraffin-embedded livers from pair- or ethanol-fed mice^45^. Formalin-fixed paraffin-embedded liver sections were de-paraffinized, washed with DEPC-PBS and subjected to antigen retrieval using proteinase-K treatment (20 µg/ml) for 15 minutes at room temperature. Sections were then washed with DEPC-PBS and treated with 1-ethyl-3-(dimethylaminopropyl) carbodiimide-hydrochloride (EDC, Molecular Probes) for 90 minutes followed by sequential washing with 0.1 M Glycine/PBS for 10 minutes and DEPC-PBS, 3 times for 5 minutes each. Sections were then subjected to pre-hybridization for one hour at 40 °C followed by hybridization using 60 nM LNA-probe-containing hybridization buffer (50% formamide, 5x saline sodium citrate, 0.1% Tween-20, adjusted to pH 6.0 with 9.2 mM citric acid, 500 ug/ml yeast tRNA) for one hour at 45 °C in a humidified chamber. At the end of the hybridization, sections were sequentially treated with ice-cold SSC buffer (containing sodium chloride and citrate buffer), 3% H_2_O_2_ for 10 minutes, DEPC-PBS and *in situ* hybridization-blocking buffer from Roche (Mannheim, Germany Cat. No.11-096-176-001) for 1 hour. Sections were then exposed to anti-digoxigenin-HRP labeled antibody for 1 hour at room temperature. After the antibody incubation, sections were washed with TN-buffer followed by incubation with Tyramide signal amplification (TSA) reagent for 10 minutes in dark, washed three time with TN buffer and mounted using DAPI-containing mounting reagent. Images were acquired using 40X objective.

### Statistical analysis

Values shown in all figures represent means + SEM. Data was analyzed by Analysis of Variance using a general linear model and least square means test for comparisons between groups (SAS, Carey, IN). Normal distribution of the data was assessed using the Shapiro-Wilk test and data were log-transformed, if necessary, to obtain a normal distribution. Statistical difference between groups was determined at p < 0.05. Different alphabetical superscripts denote significant difference between groups.

## Electronic supplementary material

Supplemental Information

# Supplementary material for: Hyaluronic acid 35 normalizes TLR4 signaling in Kupffer cells from ethanol-fed rats via regulation of microRNA291b and its target Tollip
**Source:** Sci Rep. 2017 Nov 15;7:15671. doi: 10.1038/s41598-017-15760-4
**Supplement:** Supplementary file 1 — Supplemental Information

Supplemental Information for:

Hyaluronic acid 35 normalizes TLR4 signalling in Kupffer cells from ethanol-fed rats via regulation of microRNA291b and its target Tollip

Paramananda Saikia^{1,3}, Sanjoy Roychowdhury^{1,3}, Damien Bellos^{1,3}, Katherine A. Pollard¹, Megan R. McMullen¹, Rebecca L. McCullough¹, Arthur J. McCullough^{1,2} Pierre Gholam⁴, Carol de la Motte^{1,3} and Laura E. Nagy^{1,2,3}

Center for Liver Disease Research, Departments of ¹Pathobiology and ²Gastroenterology, Cleveland Clinic, Cleveland OH

Supplemental Figure legends

Supplemental Figure 1: siRNA knockdown of HA TLR4 in Kupffer cells from pair- and ethanol-fed rats. Wistar rats were allowed free access to a Lieber-DeCarli ethanol diet or pair-fed control diet for 4 weeks. Kupffer cells were isolated and nucleofected with 25 nM of scrambled siRNA or siRNA targeted to TLR4. 18h post-nucleofection, Kupffer cells were treated with or without 100 μ g/ml HA35 for 5h and then challenged with 10 ng/ml LPS for 1hr and TNF α mRNA measured by qRT-PCR and normalized to 18S rRNA. Values represent means $\pm$ SEM, n=4, *p<0.05 compared to pair-fed within a treatment group.

Supplemental Figure 2: Full size gel images for Figure 4 A/B: Regulation of Tollip expression by ethanol, HA35 and miR291b in primary cultures of Kupffer cells. (A) Kupffer cells isolated from ethanol- and pair-fed rats were cultured overnight and then treated with 100 μ g/ml HA35 for 5 h and then challenged with 10 ng/ml LPS for an additional 60 min. (B) Kupffer cells isolated from ethanol- and pair-fed rats were nucleofected with either control hairpin or miR291b hairpin inhibitor 18 h post-nucleofection, Kupffer cells were treated or not with 100 μ g/ml HA35 for 5 h and then challenged with 10 ng/ml LPS for an additional 1hr. (A/B) Kupffer cells were lysed and Tollip expression measured by Western blot. HSC70 was used as a loading control.

Supplemental Figure 1

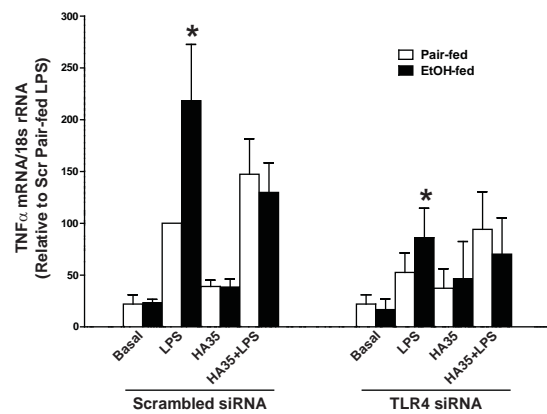

Figure 5A

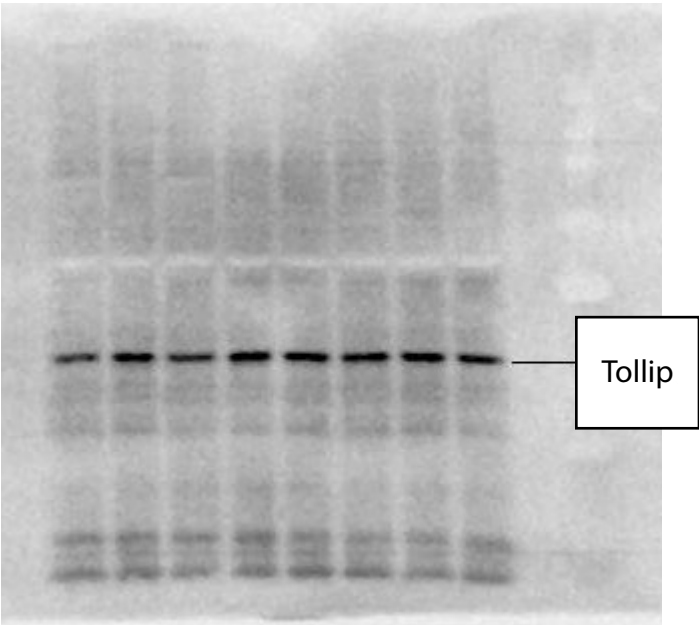

Figure 5B

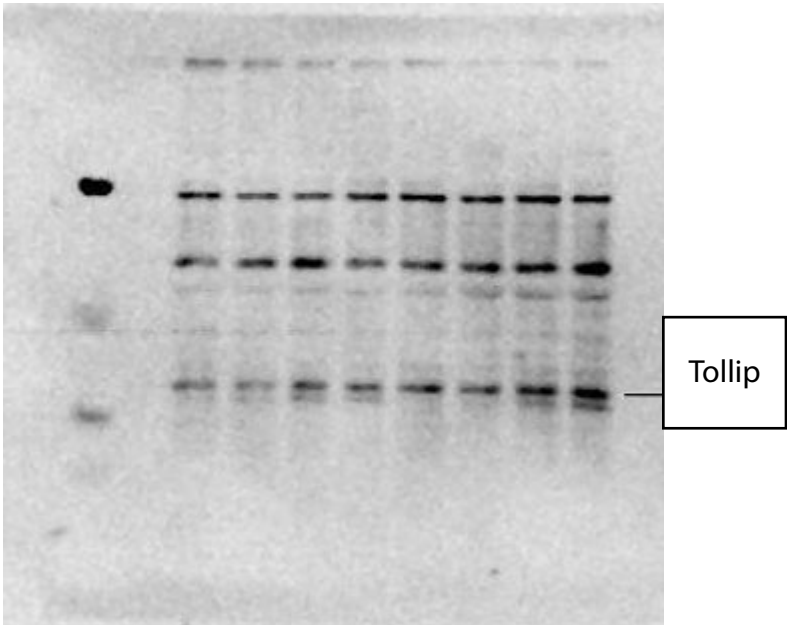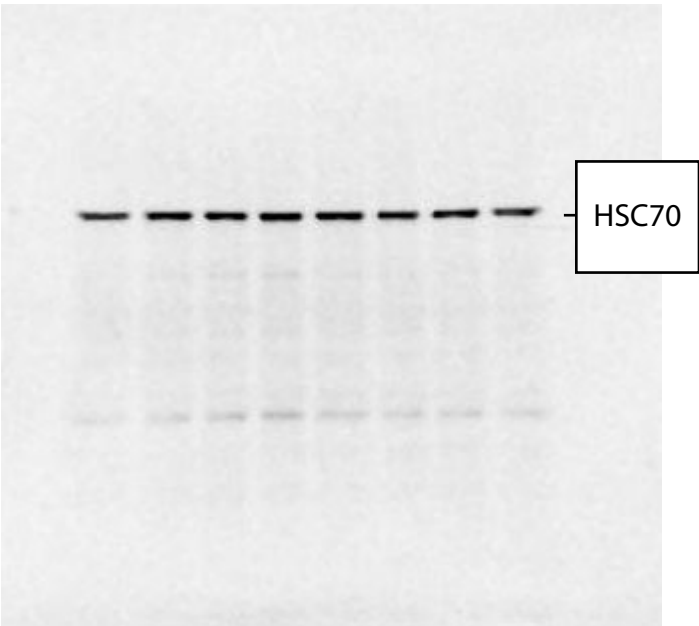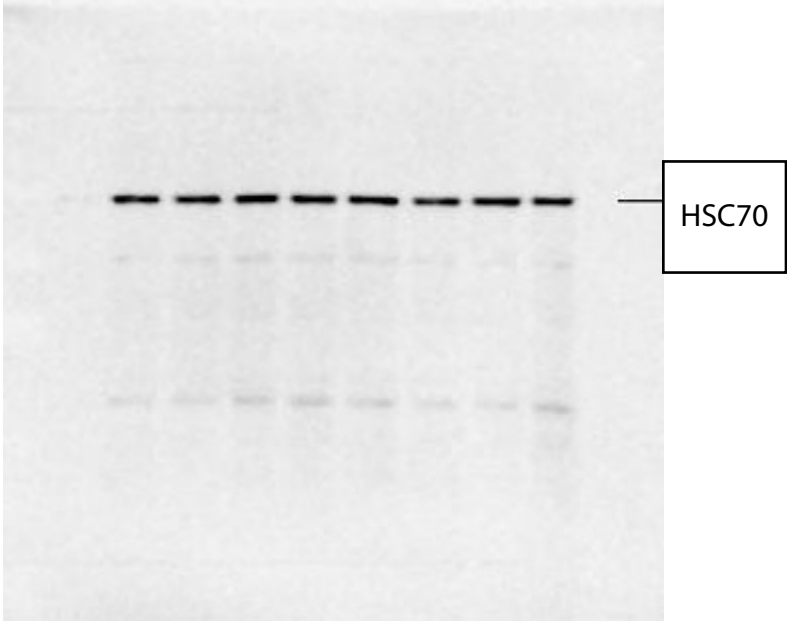

Supplemental Table 1: *In silico* analysis using MiRDB (www.mirdb.org): Predicted miR291b targeted genes and their target scores.

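The table lists 340 rat genes that miRDB predicted as targets of miR-291b, where the paper's text gives about 350. A miRDB target score runs up to 100, and a higher score stands for more confidence that the miRNA binds the transcript. It is computed from sequence and measures no expression. Scores in the table run from 61 to 100, with a median of 81. Tollip, an adaptor that restrains TLR2 and TLR4 signaling through IRAK, has a score of 79. There are 180 genes with a higher score than Tollip (52.9% of the table) and 13 genes at its score, Tollip included. Of 4 other genes of TLR and NF-κB signaling or cell death that were chosen after the table was read, the kinases Mapk8 and Map3k8 have scores of 96 and 94, Nkiras1 has 95 and Casp8 has 71. The genes at the top of the table include Zfyve9 and Kdm2a, each at 100.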

Target Score	miRNA Name	Gene Symbol	Gene Description
100	rno-miR-291b	Zfyve9	zinc finger, FYVE domain containing 9
100	rno-miR-291b	Kdm2a	lysine (K)-specific demethylase 2A
100	rno-miR-291b	Lpgat1	lysophosphatidylglycerol acyltransferase 1
99	rno-miR-291b	Arhgap12	Rho GTPase activating protein 12
99	rno-miR-291b	Cmpk1	cytidine monophosphate (UMP-CMP) kinase 1
99	rno-miR-291b	Cpeb1	cytoplasmic polyadenylation element binding protein 1
99	rno-miR-291b	R3hdm1	R3H domain containing 1
99	rno-miR-291b	Fam73b	family with sequence similarity 73, member B
99	rno-miR-291b	Lclat1	lysocardiolipin acyltransferase 1
99	rno-miR-291b	Arid4b	AT rich interactive domain 4B (Rbp1 like)
99	rno-miR-291b	Dnajb9	DnaJ (Hsp40) homolog, subfamily B, member 9
98	rno-miR-291b	Clcn4	chloride channel, voltage-sensitive 4
98	rno-miR-291b	Rasd1	RAS, dexamethasone-induced 1
98	rno-miR-291b	Mtmr4	myotubularin related protein 4
98	rno-miR-291b	Pdgfra	platelet derived growth factor receptor, alpha polypeptide
98	rno-miR-291b	Mier3	mesoderm induction early response 1, family member 3
98	rno-miR-291b	Naa30	N(alpha)-acetyltransferase 30, NatC catalytic subunit
98	rno-miR-291b	Zfyve20	zinc finger, FYVE domain containing 20
98	rno-miR-291b	Fcho2	FCH domain only 2
98	rno-miR-291b	Wdr20	WD repeat domain 20
98	rno-miR-291b	Ankib1	ankyrin repeat and IBR domain containing 1
97	rno-miR-291b	Lmx1a	LIM homeobox transcription factor 1 alpha
97	rno-miR-291b	Slain1	SLAIN motif family, member 1
97	rno-miR-291b	Usp32	ubiquitin specific peptidase 32
97	rno-miR-291b	Stx6	syntaxin 6
97	rno-miR-291b	Fmr1	fragile X mental retardation 1
97	rno-miR-291b	Pxx	PX domain containing serine/threonine kinase
97	rno-miR-291b	Bmpr2	bone morphogenetic protein receptor, type II (serine/threonine kinase)
97	rno-miR-291b	Ndel1	nudE neurodevelopment protein 1-like 1
97	rno-miR-291b	Acsl4	acyl-CoA synthetase long-chain family member 4
97	rno-miR-291b	Psd3	pleckstrin and Sec7 domain containing 3
97	rno-miR-291b	Ccnc88a	coiled coil domain containing 88A
96	rno-miR-291b	Hivep2	human immunodeficiency virus type I enhancer binding protein 2
96	rno-miR-291b	Tsg101	tumor susceptibility 101
96	rno-miR-291b	Mapk8	mitogen-activated protein kinase 8
96	rno-miR-291b	Rfx5	regulatory factor X, 5 (influences HLA class II expression)
96	rno-miR-291b	Cdk2	cyclin dependent kinase 2
96	rno-miR-291b	Rnf216	ring finger protein 216
95	rno-miR-291b	Laptm4a	lysosomal protein transmembrane 4 alpha
95	rno-miR-291b	Chd5	chromodomain helicase DNA binding protein 5
95	rno-miR-291b	Fibin	fin bud initiation factor homolog (zebrafish)
95	rno-miR-291b	Nkiras1	NFKB inhibitor interacting Ras-like 1
95	rno-miR-291b	Arhgap1	Rho GTPase activating protein 1
95	rno-miR-291b	Cmpk2	cytidine monophosphate (UMP-CMP) kinase 2, mitochondrial
95	rno-miR-291b	Jakmip1	janus kinase and microtubule interacting protein 1
95	rno-miR-291b	Slc40a1	solute carrier family 40 (iron-regulated transporter), member 1
95	rno-miR-291b	Sall3	spalt-like transcription factor 3
95	rno-miR-291b	Map3k12	mitogen activated protein kinase kinase kinase 12
95	rno-miR-291b	Atg16l1	autophagy related 16-like 1 (S. cerevisiae)
94	rno-miR-291b	Synm	synemin, intermediate filament protein
94	rno-miR-291b	Btf3l4	basic transcription factor 3-like 4
94	rno-miR-291b	Socs6	suppressor of cytokine signaling 6
94	rno-miR-291b	Map3k8	mitogen-activated protein kinase kinase kinase 8
94	rno-miR-291b	Ago1	argonaute RISC catalytic component 1
94	rno-miR-291b	Btg3	BTG family, member 3

Supplemental Table 1: *In silico* analysis using MiRDB (www.mirdb.org): Predicted miR291b targeted genes and their target scores.

94	rno-miR-291b	Psd	pleckstrin and Sec7 domain containing
94	rno-miR-291b	Elk4	ELK4, ETS-domain protein (SRF accessory protein 1)
94	rno-miR-291b	Fbxl5	F-box and leucine-rich repeat protein 5
94	rno-miR-291b	Slc24a2	solute carrier family 24 (sodium/potassium/calcium exchanger), member 2
94	rno-miR-291b	Epha4	Eph receptor A4
94	rno-miR-291b	Sos1	Son of sevenless homolog 1 (Drosophila)
94	rno-miR-291b	Fbxo48	F-box protein 48
93	rno-miR-291b	Pdik1l	PDLIM1 interacting kinase 1 like
93	rno-miR-291b	Kbtbd2	kelch repeat and BTB (POZ) domain containing 2
93	rno-miR-291b	Rtn1	reticulon 1
93	rno-miR-291b	Cul3	cullin 3
93	rno-miR-291b	Zfhx4	zinc finger homeobox 4
92	rno-miR-291b	Ube3a	ubiquitin protein ligase E3A
92	rno-miR-291b	Rab10	RAB10, member RAS oncogene family
92	rno-miR-291b	Slc25a10	solute carrier family 25 (mitochondrial carrier; dicarboxylate transporter), member 10
92	rno-miR-291b	Crebzf	CREB/ATF bZIP transcription factor
92	rno-miR-291b	Bicd2	bicaudal D homolog 2 (Drosophila)
92	rno-miR-291b	Arhgap24	Rho GTPase activating protein 24
92	rno-miR-291b	Suv420h1	suppressor of variegation 4-20 homolog 1 (Drosophila)
92	rno-miR-291b	Polg	polymerase (DNA directed), theta
92	rno-miR-291b	Prkaa1	protein kinase, AMP-activated, alpha 1 catalytic subunit
91	rno-miR-291b	Tesk2	testis-specific kinase 2
91	rno-miR-291b	Lzic	leucine zipper and CTNNBIP1 domain containing
91	rno-miR-291b	Blcap	bladder cancer associated protein
91	rno-miR-291b	Map3k2	mitogen activated protein kinase kinase kinase 2
91	rno-miR-291b	Emx2	empty spiracles homeobox 2
91	rno-miR-291b	LOC100363065	zinc finger protein 11
91	rno-miR-291b	Gca	grancalcin
91	rno-miR-291b	Ddhd2	DDHD domain containing 2
90	rno-miR-291b	LOC678772	similar to O-acetyltransferase
90	rno-miR-291b	Trim3	tripartite motif-containing 3
90	rno-miR-291b	Smoc2	SPARC related modular calcium binding 2
90	rno-miR-291b	Stk17b	serine/threonine kinase 17b
90	rno-miR-291b	Rasl11b	RAS-like family 11 member B
90	rno-miR-291b	Pkia	protein kinase (cAMP-dependent, catalytic) inhibitor alpha
90	rno-miR-291b	LOC102555051	zinc finger protein 709-like
90	rno-miR-291b	Myocd	myocardin
89	rno-miR-291b	Cnnm3	cyclin M3
89	rno-miR-291b	Pex19	peroxisomal biogenesis factor 19
89	rno-miR-291b	Klhl20	kelch-like family member 20
89	rno-miR-291b	Gabbr1	gamma-aminobutyric acid (GABA) A receptor, rho 1
89	rno-miR-291b	Epha5	EPH receptor A5
89	rno-miR-291b	Atrn	attractin
89	rno-miR-291b	Tnfrsf21	tumor necrosis factor receptor superfamily, member 21
88	rno-miR-291b	Rb1	retinoblastoma 1
88	rno-miR-291b	Mapre1	microtubule-associated protein, RP/EB family, member 1
88	rno-miR-291b	Frmf6	FERM domain containing 6
88	rno-miR-291b	Sumf1	sulfatase modifying factor 1
88	rno-miR-291b	Tp63	tumor protein p63
88	rno-miR-291b	Cnot7	CCR4-NOT transcription complex, subunit 7
88	rno-miR-291b	Atxn1l	ataxin 1-like
88	rno-miR-291b	Nckap5	NCK-associated protein 5
88	rno-miR-291b	Eea1	early endosome antigen 1
88	rno-miR-291b	Cnot6l	CCR4-NOT transcription complex, subunit 6-like
87	rno-miR-291b	Mex3d	mex-3 RNA binding family member D
87	rno-miR-291b	Usp3	ubiquitin specific peptidase 3
87	rno-miR-291b	Tppp	tubulin polymerization promoting protein

Supplemental Table 1: *In silico* analysis using MiRDB (www.mirdb.org): Predicted miR291b targeted genes and their target scores.

87	rno-miR-291b	2-Sep	septin 2
87	rno-miR-291b	Pcsk5	proprotein convertase subtilisin/kexin type 5
87	rno-miR-291b	Kif23	kinesin family member 23
87	rno-miR-291b	Wdfy3	WD repeat and FYVE domain containing 3
87	rno-miR-291b	Pthlh	parathyroid hormone-like hormone
87	rno-miR-291b	Rapgef4	Rap guanine nucleotide exchange factor (GEF) 4
87	rno-miR-291b	Arhgap6	Rho GTPase activating protein 6
86	rno-miR-291b	Vangl1	VANGL planar cell polarity protein 1
86	rno-miR-291b	Skida1	SKI/DACH domain containing 1
86	rno-miR-291b	Wee1	WEE1 G2 checkpoint kinase
86	rno-miR-291b	Ddx5	DEAD (Asp-Glu-Ala-Asp) box helicase 5
86	rno-miR-291b	Setd5	SET domain containing 5
86	rno-miR-291b	Klhl28	kelch-like family member 28
86	rno-miR-291b	Bag5	BCL2-associated athanogene 5
86	rno-miR-291b	Hif1a	hypoxia-inducible factor 1, alpha subunit (basic helix-loop-helix transcription factor)
86	rno-miR-291b	Tox3	TOX high mobility group box family member 3
86	rno-miR-291b	Csgalnact1	chondroitin sulfate N-acetylgalactosaminyltransferase 1
86	rno-miR-291b	Tnks1bp1	tankyrase 1 binding protein 1
85	rno-miR-291b	Rock2	Rho-associated coiled-coil containing protein kinase 2
85	rno-miR-291b	Tspyl2	TSPY-like 2
85	rno-miR-291b	Nabp1	nucleic acid binding protein 1
85	rno-miR-291b	Abhd3	abhydrolase domain containing 3
85	rno-miR-291b	Sfmbt1	Scm-like with four mbt domains 1
85	rno-miR-291b	Topors	topoisomerase I binding, arginine/serine-rich, E3 ubiquitin protein ligase
85	rno-miR-291b	Reps2	RALBP1 associated Eps domain containing 2
85	rno-miR-291b	Socs7	suppressor of cytokine signaling 7
85	rno-miR-291b	Snrk	SNF related kinase
85	rno-miR-291b	Ano3	anoctamin 3
84	rno-miR-291b	Acer2	alkaline ceramidase 2
84	rno-miR-291b	Npas2	neuronal PAS domain protein 2
84	rno-miR-291b	Prr14l	proline rich 14-like
84	rno-miR-291b	Nagk	N-acetylglucosamine kinase
84	rno-miR-291b	Naa50	N(alpha)-acetyltransferase 50, NatE catalytic subunit
84	rno-miR-291b	Mfsd6	major facilitator superfamily domain containing 6
84	rno-miR-291b	Prrt2	proline-rich transmembrane protein 2
84	rno-miR-291b	Apcdd1	adenomatosis polyposis coli down-regulated 1
83	rno-miR-291b	Sybu	syntabulin (syntaxin-interacting)
83	rno-miR-291b	LOC259246	alpha-2u globulin PGCL1
83	rno-miR-291b	Pkd2	polycystic kidney disease 2 (autosomal dominant)
83	rno-miR-291b	Panx2	pannexin 2
83	rno-miR-291b	Atp2c1	ATPase, Ca++ transporting, type 2C, member 1
83	rno-miR-291b	Btbd10	BTB (POZ) domain containing 10
83	rno-miR-291b	Efr3a	EFR3 homolog A (<i>S. cerevisiae</i>)
83	rno-miR-291b	Gcc2	GRIP and coiled-coil domain containing 2
83	rno-miR-291b	Hbp1	HMG-box transcription factor 1
83	rno-miR-291b	Itga4	integrin, alpha 4
83	rno-miR-291b	Btbd7	BTB (POZ) domain containing 7
82	rno-miR-291b	Hnrnpul1	heterogeneous nuclear ribonucleoprotein U-like 1
82	rno-miR-291b	Nek9	NIMA-related kinase 9
82	rno-miR-291b	Uxs1	UDP-glucuronate decarboxylase 1
82	rno-miR-291b	Nup35	nucleoporin 35
82	rno-miR-291b	Elk3	ELK3, member of ETS oncogene family
82	rno-miR-291b	Atp2b2	ATPase, Ca++ transporting, plasma membrane 2
82	rno-miR-291b	Fam169a	family with sequence similarity 169, member A
81	rno-miR-291b	Ccnc8	coiled-coil domain containing 8
81	rno-miR-291b	Ankrd12	ankyrin repeat domain 12
81	rno-miR-291b	Sema4b	sema domain, immunoglobulin domain (Ig), transmembrane domain (TM) and short cytoplasmic domain, (semaphorin) 4B

Supplemental Table 1: *In silico* analysis using MiRDB (www.mirdb.org): Predicted miR291b targeted genes and their target scores.

81	rno-miR-291b	Sh3bp2	SH3-domain binding protein 2
81	rno-miR-291b	Slc19a2	solute carrier family 19 (thiamine transporter), member 2
81	rno-miR-291b	Hs3st5	heparan sulfate (glucosamine) 3-O-sulfotransferase 5
81	rno-miR-291b	Rad51b	RAD51 paralog B
80	rno-miR-291b	Actl6a	actin-like 6A
80	rno-miR-291b	Phtf2	putative homeodomain transcription factor 2
80	rno-miR-291b	Rorb	RAR-related orphan receptor B
80	rno-miR-291b	Hif1an	hypoxia-inducible factor 1, alpha subunit inhibitor
80	rno-miR-291b	Rbbp6	retinoblastoma binding protein 6
80	rno-miR-291b	Myrf	myelin regulatory factor
80	rno-miR-291b	Papola	poly (A) polymerase alpha
79	rno-miR-291b	Srsf2	serine/arginine-rich splicing factor 2
79	rno-miR-291b	Mastl	microtubule associated serine/threonine kinase-like
79	rno-miR-291b	Fam78a	family with sequence similarity 78, member A
79	rno-miR-291b	Hmgb3	high mobility group box 3
79	rno-miR-291b	Nell2	NEL-like 2 (chicken)
79	rno-miR-291b	Maml1	mastermind like 1 (Drosophila)
79	rno-miR-291b	Gpr158	G protein-coupled receptor 158
79	rno-miR-291b	Zbtb4	zinc finger and BTB domain containing 4
79	rno-miR-291b	Fam45a	family with sequence similarity 45, member A
79	rno-miR-291b	Map1b	microtubule-associated protein 1B
79	rno-miR-291b	Dpysl2	dihydropyrimidinase-like 2
79	rno-miR-291b	Tollip	toll interacting protein
79	rno-miR-291b	Golga1	golgin A1
78	rno-miR-291b	LOC102549010	BEN domain-containing protein 2-like
78	rno-miR-291b	Zfpn2	zinc finger protein, multitype 2
78	rno-miR-291b	Scamp2	secretory carrier membrane protein 2
78	rno-miR-291b	Uchl5	ubiquitin carboxyl-terminal hydrolase L5
78	rno-miR-291b	Hoxa3	homeobox A3
78	rno-miR-291b	Sall1	spalt-like transcription factor 1
78	rno-miR-291b	Has2	hyaluronan synthase 2
78	rno-miR-291b	Stylx2	serine/threonine/tyrosine interacting protein-like2
77	rno-miR-291b	Slc15a1	solute carrier family 15 (oligopeptide transporter), member 1
77	rno-miR-291b	Ttc8	tetratricopeptide repeat domain 8
77	rno-miR-291b	Trappc2	trafficking protein particle complex 2
77	rno-miR-291b	Wasf1	WAS protein family, member 1
77	rno-miR-291b	Itpr1	inositol 1,4,5-trisphosphate receptor, type 1
77	rno-miR-291b	Camsap1	calmodulin regulated spectrin-associated protein 1
77	rno-miR-291b	Mcm7	minichromosome maintenance complex component 7
77	rno-miR-291b	Nus1	nuclear undecaprenyl pyrophosphate synthase 1 homolog (S. cerevisiae)
77	rno-miR-291b	Ankrd29	ankyrin repeat domain 29
76	rno-miR-291b	Tex2	testis expressed 2
76	rno-miR-291b	Tes	testis derived transcript
76	rno-miR-291b	Pgp	phosphoglycolate phosphatase
76	rno-miR-291b	Itgb4	integrin, beta 4
76	rno-miR-291b	Ndufs1	NADH dehydrogenase (ubiquinone) Fe-S protein 1
76	rno-miR-291b	Cep57	centrosomal protein 57
76	rno-miR-291b	Kcnd2	potassium voltage-gated channel, Shal-related subfamily, member 2
76	rno-miR-291b	Mfap3l	microfibrillar-associated protein 3-like
76	rno-miR-291b	Lurap1	leucine rich adaptor protein 1
76	rno-miR-291b	Shank2	SH3 and multiple ankyrin repeat domains 2
76	rno-miR-291b	Cpeb3	cytoplasmic polyadenylation element binding protein 3
76	rno-miR-291b	LOC683071	similar to La-related protein 4 (La ribonucleoprotein domain family member 4)
75	rno-miR-291b	Bahd1	bromo adjacent homology domain containing 1
75	rno-miR-291b	RGD1304884	similar to RIKEN cDNA 6430548M08
75	rno-miR-291b	Fzd6	frizzled family receptor 6
75	rno-miR-291b	Isppd	isoprenoid synthase domain containing

Supplemental Table 1: *In silico* analysis using MiRDB (www.mirdb.org): Predicted miR291b targeted genes and their target scores.

75	rno-miR-291b	Lrrc4c	leucine rich repeat containing 4C
75	rno-miR-291b	Vldlr	very low density lipoprotein receptor
75	rno-miR-291b	Dync1li2	dynein, cytoplasmic 1 light intermediate chain 2
74	rno-miR-291b	Lima1	LIM domain and actin binding 1
74	rno-miR-291b	St6galnac3	ST6 (alpha-N-acetyl-neuraminy-2,3-beta-galactosyl-1,3)-N-acetylglactosaminide alpha-2,6-sialyltransferase 3
74	rno-miR-291b	Pcdcl1g2	programmed cell death 1 ligand 2
74	rno-miR-291b	Dip2a	DIP2 disco-interacting protein 2 homolog A (Drosophila)
74	rno-miR-291b	Frk	fyn-related kinase
74	rno-miR-291b	Klf9	Kruppel-like factor 9
73	rno-miR-291b	Med14	mediator complex subunit 14
73	rno-miR-291b	Dgkb	diacylglycerol kinase, beta
73	rno-miR-291b	Larp4b	La ribonucleoprotein domain family, member 4B
73	rno-miR-291b	Snx5	sorting nexin 5
73	rno-miR-291b	Ogt	O-linked N-acetylglucosamine (GlcNAc) transferase
73	rno-miR-291b	Bmp2k	BMP-2 inducible kinase
73	rno-miR-291b	Tmem196	transmembrane protein 196
73	rno-miR-291b	Scn1a	sodium channel, voltage-gated, type I, alpha
73	rno-miR-291b	Abi1	abl-interactor 1
73	rno-miR-291b	Mtbp	Mdm2, transformed 3T3 cell double minute 2, p53 binding protein (mouse) binding protein
73	rno-miR-291b	Mapk4	mitogen-activated protein kinase 4
73	rno-miR-291b	Rnf181	ring finger protein 181
73	rno-miR-291b	Tmem50b	transmembrane protein 50B
73	rno-miR-291b	Limk1	LIM domain kinase 1
73	rno-miR-291b	Pard6b	par-6 family cell polarity regulator beta
72	rno-miR-291b	Tlx1	T-cell leukemia, homeobox 1
72	rno-miR-291b	Tfcp2l1	transcription factor CP2-like 1
72	rno-miR-291b	Hars2	histidyl-tRNA synthetase 2, mitochondrial
72	rno-miR-291b	Slc18a2	solute carrier family 18 (vesicular monoamine transporter), member 2
72	rno-miR-291b	Sgip1	SH3-domain GRB2-like (endophilin) interacting protein 1
72	rno-miR-291b	Fgf9	fibroblast growth factor 9
72	rno-miR-291b	Cep97	centrosomal protein 97
71	rno-miR-291b	Jam2	junctional adhesion molecule 2
71	rno-miR-291b	Gml	glycosylphosphatidylinositol anchored molecule like
71	rno-miR-291b	Ptpn4	protein tyrosine phosphatase, non-receptor type 4
71	rno-miR-291b	Pknx1	PBX/knotted 1 homeobox 1
71	rno-miR-291b	Zfp512b	zinc finger protein 512B
71	rno-miR-291b	Arhgap35	Rho GTPase activating protein 35
71	rno-miR-291b	Casp8	caspase 8
71	rno-miR-291b	Hook3	hook microtubule-tethering protein 3
70	rno-miR-291b	Pfn2	profilin 2
70	rno-miR-291b	RGD1305254	similar to transmembrane protein 2
70	rno-miR-291b	Sult1c3	sulfotransferase family, cytosolic, 1C, member 3
70	rno-miR-291b	Yaf2	YY1 associated factor 2
70	rno-miR-291b	Birc6	baculoviral IAP repeat-containing 6
70	rno-miR-291b	Fam63b	family with sequence similarity 63, member B
69	rno-miR-291b	Nfat5	nuclear factor of activated T-cells 5, tonicity-responsive
69	rno-miR-291b	Ythdf2	YTH domain family, member 2
69	rno-miR-291b	Mlc1	megalencephalic leukoencephalopathy with subcortical cysts 1
69	rno-miR-291b	Slc41a1	solute carrier family 41 (magnesium transporter), member 1
69	rno-miR-291b	Fam196b	family with sequence similarity 196, member B
69	rno-miR-291b	Cox7a2l	cytochrome c oxidase subunit VIIa polypeptide 2 like
69	rno-miR-291b	Srgap2	SLIT-ROBO Rho GTPase activating protein 2
69	rno-miR-291b	Usp31	ubiquitin specific peptidase 31
69	rno-miR-291b	Xrn1	5'-3' exoribonuclease 1
69	rno-miR-291b	LOC100910235	sulfotransferase 1C1-like

Supplemental Table 1: *In silico* analysis using MiRDB (www.mirdb.org): Predicted miR291b targeted genes and their target scores.

69	rno-miR-291b	Pou2af1	POU class 2 associating factor 1
69	rno-miR-291b	Hey2	hes-related family bHLH transcription factor with YRPW motif 2
69	rno-miR-291b	Fam160b2	family with sequence similarity 160, member B2
68	rno-miR-291b	Vsig4	V-set and immunoglobulin domain containing 4
68	rno-miR-291b	Fsd1l	fibronectin type III and SPRY domain containing 1-like
67	rno-miR-291b	U2surp	U2 snRNP-associated SURP domain containing
67	rno-miR-291b	RGD1311558	similar to 4930506M07Rik protein
66	rno-miR-291b	Arid4a	AT rich interactive domain 4A (Rbp1 like)
66	rno-miR-291b	Rab5b	RAB5B, member RAS oncogene family
66	rno-miR-291b	Filip1l	filamin A interacting protein 1-like
66	rno-miR-291b	Dcaf8	DDB1 and CUL4 associated factor 8
66	rno-miR-291b	LOC102555532	uncharacterized LOC102555532
66	rno-miR-291b	Fastk	Fas-activated serine/threonine kinase
66	rno-miR-291b	Lrrtm2	leucine rich repeat transmembrane neuronal 2
66	rno-miR-291b	Thra	thyroid hormone receptor alpha
66	rno-miR-291b	Heg1	heart development protein with EGF-like domains 1
65	rno-miR-291b	Cep120	centrosomal protein 120
65	rno-miR-291b	Caps2	calcyphosine 2
65	rno-miR-291b	Ssh2	slingshot protein phosphatase 2
65	rno-miR-291b	Dnajc27	DnaJ (Hsp40) homolog, subfamily C, member 27
65	rno-miR-291b	Dpyd	dihydropyrimidine dehydrogenase
65	rno-miR-291b	Chmp4c	charged multivesicular body protein 4C
64	rno-miR-291b	Ppp1r3b	protein phosphatase 1, regulatory subunit 3B
64	rno-miR-291b	Leprot	leptin receptor overlapping transcript
64	rno-miR-291b	Ppp1r15b	protein phosphatase 1, regulatory subunit 15B
64	rno-miR-291b	Nr1d1	nuclear receptor subfamily 1, group D, member 1
64	rno-miR-291b	Sacs	spastic ataxia of Charlevoix-Saguenay (sacsin)
64	rno-miR-291b	Kif5a	kinesin family member 5A
64	rno-miR-291b	Pou4f3	POU class 4 homeobox 3
63	rno-miR-291b	Nbl1	neuroblastoma 1, DAN family BMP antagonist
63	rno-miR-291b	Heatr5a	HEAT repeat containing 5A
63	rno-miR-291b	Fam175b	family with sequence similarity 175, member B
63	rno-miR-291b	Megf9	multiple EGF-like-domains 9
63	rno-miR-291b	Ampd3	adenosine monophosphate deaminase 3
63	rno-miR-291b	Pcdhac2	protocadherin alpha subfamily C, 2
63	rno-miR-291b	RGD1562952	similar to ErbB2 interacting protein isoform 2
63	rno-miR-291b	Nhlh2	nescient helix loop helix 2
63	rno-miR-291b	Scoc	short coiled-coil protein
63	rno-miR-291b	Ppp6r1	protein phosphatase 6, regulatory subunit 1
63	rno-miR-291b	Zfp91	zinc finger protein 91
63	rno-miR-291b	Rgma	repulsive guidance molecule family member A
63	rno-miR-291b	Ms4a6a	membrane-spanning 4-domains, subfamily A, member 6A
63	rno-miR-291b	LOC100365043	histone cluster 1, H2bd-like
63	rno-miR-291b	Grb10	growth factor receptor bound protein 10
62	rno-miR-291b	Atf6	activating transcription factor 6
62	rno-miR-291b	Tspan9	tetraspanin 9
62	rno-miR-291b	Arhgap28	Rho GTPase activating protein 28
62	rno-miR-291b	Gramd1a	GRAM domain containing 1A
62	rno-miR-291b	Heca	headcase homolog (Drosophila)
62	rno-miR-291b	Lsm14b	LSM14B, SCD6 homolog B (S. cerevisiae)
62	rno-miR-291b	Arx	aristless related homeobox
62	rno-miR-291b	Aldh1b1	aldehyde dehydrogenase 1 family, member B1
62	rno-miR-291b	Pitpna	phosphatidylinositol transfer protein, alpha
62	rno-miR-291b	Ezh1	enhancer of zeste homolog 1 (Drosophila)
62	rno-miR-291b	Atp1b4	ATPase, (Na ⁺)/K ⁺ transporting, beta 4 polypeptide
62	rno-miR-291b	Isoc1	isochorismatase domain containing 1
61	rno-miR-291b	Cstf2t	cleavage stimulation factor, 3' pre-RNA, subunit 2, 64kDa, tau variant
61	rno-miR-291b	Abhd12	abhydrolase domain containing 12
61	rno-miR-291b	Ube2g2	ubiquitin-conjugating enzyme E2G 2

Supplemental Table 2: Commercial sources and sequences for antibodies and primers**Antibody sources**

**Primary Antibody against:**	**Company/catalog number**
rabbit anti-TLR4	Santa Cruz,sc-10741
goat anti-TLR2	Santa Cruz sc-16237
mouse anti-CD44	SIGMA, C7923
goat anti-RHAMM	Santa Cruz, sc-16170
mouse anti-HSC70	Santa Cruz sc-7298
mouse anti-Tollip	R&D System, MAB4678
**Secondary Antibody:**	
donkey anti-rabbit IgG 488	Molecular Probes, A21206
rabbit anti-goat IgG 568	Molecular Probes, A11078
goat anti-mouse IgG 594	Molecular Probes, A11032
goat anti-mouse	Santa Cruz sc-2005

Primer sequences (mRNA)

**Gene of interest**	**Forward**	**Reverse**
**Rat**		
TNF α	CAA GGA GGA GAA GTT CCC<br>AA	CTC TGC TTG GTG GTT TGC<br>TA
18s	CTG AGA AAC GGC TAC CAC<br>ATC	CAC CAC CAC CCA CGG<br>AAT CG
**Human**		
TNF α	GGA GAA GGG TGA CCG ACT<br>CA	CTG CCC AGA CTC GGC AA
18s	CGG CTA CCA CAT CCA AGG<br>AA	GCT GGA ATT ACC GCG GCT

Primer sequences (miRNA)

**miRNA of interest**	**Sequence/catalog number**	
Rat rno-miR-291b-hairpin inhibitor,<br>QIAGEN	AAAGUGCAUCCAUUUUGUU<br>AGU	
miRIDIAN microRNA hairpin inhibitor<br>negative control	Cat No. IN-001005-01-05,<br>QIAGEN	
Rn_miR-291b miScript primer assay	Cat No. MP00005292, QIAGEN	
Hs_SNORD68-11	Cat No. MS00033712, QIAGEN

How the deposited data were processed for this re-analysis (not part of the article)

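Small RNA was sequenced by the authors from Kupffer cells of pair-fed and ethanol-fed rats, cultured with or without HA35, in 12 libraries (3 in each of 4 groups). Conditions and replicate numbers were taken from the sample labels, and the dose and times from the paper. The files analysed here are 4 tables of miRNAs and an alignment report. In the miRNA tables the authors deposited normalized log2 values per library, with the median of each miRNA subtracted. They also deposited a log2 fold change, a fold change as an absolute ratio and as a signed fold score, a p-value from the Audic-Claverie test and a corrected p-value. The authors deposited in the alignment report whole numbers of reads and their shares and percentages in all 12 libraries. The submitters' processing notes name HTSeq, DESeq and the build rn4, and the paper names the small RNA analysis software and the same build. Which of these steps made the normalized values is not given in the sources used here.

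The tables hold miRNAs preselected by the authors, 30 at least 2-fold lower with ethanol feeding and 3 at least 2-fold higher with HA35 in ethanol-fed rats. The miRNAs that were higher with ethanol feeding (Fig. 4A and 4B), the effect of HA35 in pair-fed rats and the interaction of diet and HA35 were not analysed here. No per-sample column was left unused. The plan made before the data were examined was a fit of all 12 libraries, with a count test if read counts were given. As each table holds log2 values of 6 libraries, limma (version 3.58.1, in R 4.3.3) was used within each table, on the log2 values as deposited, with no filter and no pseudocount. Adjusted p-values are Benjamini-Hochberg over the miRNAs of a table, with a threshold of 0.05. In the ethanol table limma gave all 30 miRNAs the same standard error of 0.90, because it estimated no difference in spread between them. Its p-values treat miRNAs as independent, which they are not where a library is high in many of them. Single miRNAs were also compared by a two-sided exact permutation test on the difference of means, whose smallest p is 0.1 for 3 libraries against 3. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

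The limma step was tested on simulated data of 30 miRNAs, 10 of them changed. Each miRNA was drawn with its own spread from the ethanol table and independently of the others. The real table differs in both respects, as described above, so the rates hold for the simulated setting only. A log2 change of -2 was recovered in 23.1% of cases, -3 in 75.5% and -4 in 94.5%, so that a change near the 2-fold cut-off of the list was mostly out of reach (1.85% recovered at -1). The effect of selecting a list by fold on replicate 1 was also simulated, with the spread of each library measured over the 30 miRNAs (1.21 for replicate 1 and 0.71 for replicates 2 and 3 of the ethanol-fed group, 1.11 and 0.79 in the pair-fed group).

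The sample labels give the replicate number as a day, which was taken to pair same-numbered libraries. In the ethanol table the deviations of same-numbered libraries from their group means correlated across miRNAs at -0.28 for day 1, -0.39 for day 2 and -0.35 for day 3, and the miRNAs are not independent replicates. The fits of 6 libraries and the exact tests of single miRNAs nevertheless did not use the pairing, as planned, and the fit with the day as a block was an alternative. The ethanol-fed basal values of miR-362, miR-34a* and miR-181b-1* differed between the 2 tables by 0.45, -0.27 and 0.56, the same in all 3 libraries within a tolerance of 1e-06, and these constants were used to put the 3 miRNAs on one scale.

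Depth was compared by total reads and the percent of reads aligned in 8 comparisons with two-sided exact permutation tests. Library totals were 2865329 to 6151744 reads. The tables give no reads per miRNA, so the counting error of each value is unknown.

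The miRNAs named are those the paper names that are in the tables (miR-181b-3p and miR-31), all members of the cluster of miR-291b (none is in the tables), and in each comparison the 10 largest rises and falls past the main criterion. As none passed in limma, the criterion set for that case was used, the authors' own p-value. The values in the paper's Fig. 4 had been seen before the rule was written. The miRNA groups were endothelial, hepatic stellate and other mesenchymal, TLR-signaling, hepatocyte, erythroid, leukocyte, epithelial, let-7, brain-enriched, and the clusters of miR-291b, of miR-17 with its paralogs, of miR-322 on the X chromosome and of Dlk1-Dio3. A miRNA was counted in a group by its number and letters, with either arm or the star strand as its own entry. The alternatives were the day as a block, leaving out each library, other thresholds of fold and p, other corrections of the authors' p-values, and for depth a log or logit scale and medians. The genome reference given was of another build, and no coordinates are reported.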

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

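All tests of explanations in this part were chosen after the result was seen. The list of 30 miRNAs at least 2-fold lower in basal Kupffer cells from ethanol-fed rats stands out because the results of the paper cover only the miRNAs that were higher. Its members are high above all in the pair-fed basal replicate 1 library, which lay above the mean of replicates 2 and 3 by a median of 1.82 on the log2 scale (quartiles 0.91 and 2.15). A shift shared by the libraries of day 1 would raise ethanol-fed basal replicate 1 as well. That library had a median of -0.643 against its own replicates 2 and 3 (quartiles -1.45 and 0.00). The selection of the list acts on both medians. In simulated lists with the spreads of these libraries, no shift and no effect of diet, the ethanol-fed median was -0.78 and the pair-fed median 0.49. With a shift that gives the observed pair-fed median, the ethanol-fed median was 0.0026 to 1.10 (95% of 2000 simulated lists). The observed -0.643 lies below that range. The simulation, however, takes miRNAs as independent, although the list holds both products of 6 precursors, which makes the range too narrow. The simulation also gives no miRNA an effect of diet, which could change both medians, and its spreads come from the same list. A shift shared by day 1 is thus not decided, as the whole cause or as a part. A single scaling factor for the library cannot be told apart from other explanations, because 8 of the 30 miRNAs lay under 50% of the median difference and 4 of these are at a shared lowest value in 2 or more libraries. RNA from endothelial or mesenchymal cells may contribute, as the 9 listed miRNAs of these groups had a median of 2.25 and the other 21 a median of 1.79, a difference of 0.463, but this cannot be told apart from a general shift since the table holds only miRNAs selected for being lower. No condition separates this library from the other pair-fed basal libraries, so no explanation by a condition was tested.

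miR-31, which the paper names as a regulator of Tollip, is in the list and was not discussed for these libraries. Its difference was -1.068 on the log2 scale (limma, adjusted p = 0.26), with 2 of 3 days in that direction, and -0.57 without pair-fed basal replicate 1.

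In the alignment report, which the paper does not discuss, 50.051% of the reads of ethanol-fed HA35 replicate 1 were too short, and 32.184% of the reads of pair-fed HA35 replicate 3 had no match. The latter also had the lowest share of reads with too many matches, 2.70% against at least 5.97% in the other libraries.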

How the results depend on the processing

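The alternatives without a whole day and the joined fit of 9 libraries were chosen after the data were seen. No miRNA of the ethanol list passed limma's adjusted p of 0.05 with 6 libraries (6 at an unadjusted p under 0.05), with the day as a block (0, with 1 unadjusted) or without any single library, and the count ranged from 0 to 2 over all fits that left out replicates. The number at least 2-fold lower, 30, ranged from 6 to 27 when replicates were left out (10 without pair-fed basal replicate 1), and was 9 at a threshold of 3-fold and 2 at 4-fold. The difference of miR-181b-1* ranged from -2.49 to -1.29, and was -2.36 with an adjusted p of 0.039 without day 1 (adjusted p 0.039 to 0.35 over its alternatives). The other single miRNAs kept their direction except miR-190 (-1.71 to 0.012 when replicates were left out), miR-455 (-2.33 to 0.18), miR-143 (-2.73 to 0.12) and miR-214 (-2.60 to 0.022), which were above 0 without day 1, miR-214 also without pair-fed basal replicate 1 (0.020), and miR-741-3p, at 0 without pair-fed basal replicate 3 or without day 3. The cause was not tested.

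For HA35 in ethanol-fed rats, 0 of 3 miRNAs passed limma, and 3 of 3 passed with the day as a block, when miR-181b-1* kept its difference of 1.29 with an adjusted p of 0.043 (0.043 to 0.61 over its alternatives). The block changed no other call. Without any one library or day, 0 passed. miR-181b-1* ranged from 0.75 to 1.68. The number at least 2-fold higher, 3, ranged from 1 to 3 without replicates (1 without ethanol-fed basal replicate 2 or without day 2), and was 0 at 3-fold and 0 at 4-fold. Of the 3 miRNAs at the authors' corrected p, 1 passed at 0.001, 1 after Benjamini-Hochberg over the deposited p-values and 1 after Bonferroni. The 24 of the ethanol list changed by less than 1.5 times under these.

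With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. In both comparisons the real split gave 0 calls and the highest of the others 0. All 10 then give at least as many by construction, which says nothing about chance.

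Of the 8 comparisons of depth and alignment, the 4 over all libraries did not pass in two-sided exact permutation tests under any alternative run (lowest p 0.26). The other 4, of 3 libraries against 3, could not pass (smallest p 0.1, or 0.25 within days). Leaving out libraries, the difference in the percent aligned ranged from -1.50 to 6.69 between the diets in basal libraries, from -12.8 to 5.93 for HA35 in ethanol-fed, from -2.44 to 5.03 between the diets over all libraries and from -6.03 to 1.44 for HA35 over all libraries. In total reads the ranges were -1774000 to -545300, 356500 to 1505000, -483600 to 179000 and -389000 to 273600. The cause of the changes of sign was not tested.

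The alternatives for counts, pseudocounts and filters were not run, since the tables hold log2 values, nor those for results not analysed here (Fig. 4A and 4B, HA35 in pair-fed rats, the interaction).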

Other observations

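The list of miRNAs lower with ethanol feeding held both products of 6 precursors, those of miR-126, miR-143, miR-152, miR-195, miR-199a and miR-455. The 2 products were at -1.83 and -1.93 for miR-126, at -1.60 and -1.80 for miR-199a and at -1.32 and -2.30 for miR-152, each with a standard error of 0.90, and differences between products were not tested. With pair-fed basal replicate 1 left out, they were at -1.04 and -1.27 for miR-126. For miR-199a they were then at -0.57 and -0.86, and for miR-152 at -0.72 and -2.10. Several miRNAs of neighbouring genes were also listed together, by the gene order of the GRCr8 assembly: miR-143 at -1.38 with miR-145 at -1.63, and miR-195 at -1.51 with miR-497 at -1.21. Without pair-fed basal replicate 1 these were at -0.63, -1.14, -0.81 and -0.60, and without day 1 miR-195 was at -0.61 and miR-497 at -0.13. None of these passed the adjusted p of limma in the fit of all 6 libraries, nor did any of the endothelial (3 listed), mesenchymal (6), TLR-signaling (5) or Dlk1-Dio3 (1, miR-541) groups, where 0 passed when adjusted over the list alone. The hepatocyte, erythroid, leukocyte, epithelial, let-7, brain-enriched, miR-291b cluster, miR-17 cluster and miR-322 cluster groups had 0 miRNAs in the list.

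Leaving out day 1 in both groups, an alternative added after the data were seen, gave 2 miRNAs past the adjusted p of 0.05 in limma, miR-181b-1* and miR-152*, each with an adjusted p of 0.039. Their differences were then -2.36 and -2.41, and 6 of the 30 miRNAs stayed at least 2-fold lower. With 2 libraries in each group this is a small test on a selected list. miR-152* sat at its lowest shared value in ethanol-fed basal replicates 2 and 3, so its size depends on the floor. The mesenchymal miRNAs miR-199a-5p at -0.08, miR-199a-3p at -0.06, miR-143 at 0.12 and miR-214 at 0.02 were near 0 without day 1, miR-145 was at -0.19, and the endothelial miR-126 at -0.59, miR-126* at -0.61 and miR-10a-5p at -0.56 were also less than 2-fold lower.

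miR-362 and miR-34a* differed between ethanol-fed basal replicates 2 and 3 by the same step of 1.36 on the log2 scale, within a tolerance of 1e-06.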
